# miR-301a-mediated crosstalk between the Hedgehog and HIPPO/YAP signaling pathways promotes pancreatic cancer

**DOI:** 10.1080/15384047.2025.2457761

**Published:** 2025-01-23

**Authors:** Bing Qi, Yuqiong Wang, Xian Zhu, Yanfang Gong, Jing Jin, Hongyu Wu, Xiaohua Man, Feng Liu, Wenzhu Yao, Jun Gao

**Keywords:** miR-301a, Hedgehog, Gli1, Hippo/YAP, MST1(STK4)

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) poses a significant challenge in oncology due to its dismal prognosis and limited therapeutic options. In this study, we investigated the role of miR-301a in facilitating crosstalk between the Hedgehog (Hh) and HIPPO/YAP signaling pathways during the progression of PDAC. Our findings revealed that miR-301a served as a central regulatory node, targeting Gli1 within the Hh pathway and STK4 within the HIPPO/YAP pathway. Immunohistochemical and molecular analyses confirmed dysregulation of pathway components in pancreatic cancer, underscoring the pivotal role of miR-301a. Functional assays demonstrated the impact of miR-301a on cell proliferation and apoptosis, particularly in synergy with TNF-α. Overall, our study elucidated the intricate interplay between the Hh and HIPPO/YAP pathways mediated by miR-301a, providing valuable insights into potential therapeutic strategies for intervening in PDAC.

## 1. Introduction

Pancreatic ductal adenocarcinoma (PDAC) presents a formidable challenge in oncology, boasting a dismal 5-year overall survival (OS) rate of less than 10%^1^ and poised to become the second leading cause of cancer-related death by 2030.^2^ Although surgical resection offers a chance for cure, it remains feasible for only a small fraction of patients, leaving the majority to rely on systemic chemotherapy, which often proves ineffective due to PDAC’s notorious resistance.^3^ These grim realities underscore the urgent need for innovative and more efficacious therapies for PDAC patients.^4^

The pathogenesis of PDAC involves a complex interplay of various signaling pathways that regulate key cellular processes such as proliferation, survival, and metastasis.^5^ One of the pivotal pathways implicated in PDAC is the hedgehog (Hh) signaling pathway.^6^ Aberrant activation of the Hh pathway has been observed in PDAC, with both canonical and non-canonical signaling pathways contributing to tumor progression.^6^ Sonic hedgehog (Shh), a key ligand in the Hh pathway, is frequently overexpressed in PDAC, driving tumorigenesis and promoting metastasis. The downstream effector of the Hh pathway, glioma-associated oncogene homolog 1 (Gli1), plays a crucial role in mediating the oncogenic effects of Shh, further emphasizing the significance of Hh signaling in PDAC development.^7^ Notably, reduced levels of Shh and Gli1 proteins correlate with improved survival outcomes in PDAC patients post-resection.^8^

Another important pathway in PDAC is the Hippo-YAP pathway. Dysregulation of this pathway, characterized by aberrant activation of the Yes-associated protein (YAP), has been implicated in PDAC pathogenesis.^9^ Active YAP promotes cancer cell proliferation, survival, and metastasis, contributing to the aggressiveness of PDAC tumors. The core components of the Hippo pathway, including mammalian Ste20-like kinases (MST1/2) and large tumor suppressor kinases (LATS1/2), regulate YAP activity through phosphorylation-mediated mechanisms. In PDAC, the dysregulation of these core components leads to the nuclear accumulation of YAP, where it interacts with transcription factors to promote the expression of genes involved in tumorigenesis.

Moreover, miRNAs, as endogenous post-transcriptional regulators, play crucial roles in modulating biological pathways, including those involved in cancer development and progression.^10^ Their potential as therapeutic targets is underscored by studies demonstrating their modulation by pharmacological agents and their involvement in mediating crosstalk among pathways critical in oncogenesis.^11^ miRNAs have garnered increasing interest as therapeutic tools to target cancer pathways, including those involved in PDAC.^12–14^ Their sequence-specific degradation of target messenger RNAs offers promise, albeit hindered by challenges in clinical translation, such as delivery and stability issues. Downregulation of miR-345 in pancreatic cancer tissues and cell lines has been documented, with its reintroduction showing inhibitory effects on PDAC cell growth in vitro.^15^ Innovative approaches, such as nanoscale delivery systems facilitating co-delivery of miRNAs and chemotherapeutic agents, show promise in overcoming these hurdles.^16^

Emerging evidence highlights the complex interplay between the Hedgehog (Hh) and HIPPO/YAP signaling pathways, both of which play critical roles in tumor progression. The Hh pathway, through effectors such as GLI1, drives cellular proliferation and metastasis, while the HIPPO pathway acts as a tumor suppressor by regulating YAP/TAZ phosphorylation to inhibit their nuclear localization and oncogenic activity. Recent studies^9,17^ have demonstrated that these pathways are interconnected, interacting through shared molecular mediators like GLI1 and YAP/TAZ to form a regulatory loop that reinforces oncogenic signaling. While miRNAs are known to independently regulate either the Hh or HIPPO pathway, our findings show for the first time that miR-301a can simultaneously modulate both. This underscores the need to explore miRNA-mediated mechanisms linking these pathways, revealing novel regulatory networks and therapeutic targets in cancer progression.

In our previous studies, we found cytokines TNF-α and IL-1β can activate the Hh pathway, while also suggesting the involvement of miRNAs in the crosstalk between the Hh and Hippo pathways.^18^ To further elucidate the interplay between key signaling pathways in PDAC, particularly the Hedgehog and HIPPO/YAP pathways, we conducted a comprehensive investigation. We evaluated differentially expressed miRNAs and core proteins of the Hippo pathway in PDAC and adjacent tissues, exploring the potential influence of Hedgehog signaling on the Hippo/YAP pathway via miRNA-mediated mechanisms. Through experimental manipulation of key molecular components and functional assays, for the first time, we have identified miR-301a as a central regulatory node in the Hedgehog and Hippo/YAP signaling pathways. Our findings provide novel insights into the regulatory mechanisms underlying crosstalk between the Hh and HIPPO/YAP pathways, highlighting the intricate network of interactions involved in pancreatic cancer pathogenesis.

## 2. Materials and methods

### 2.1. Cell culture

PDAC cells, including SW1990 and Panc-1, were procured from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). These cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, USA) and penicillin-streptomycin solution (100 U/mL penicillin/100 ng/mL streptomycin, Hyclone, USA) at 37°C with 5% CO2. Recombinant human SHH, TNF-α and IL-1β were acquired from R&D Systems, USA. The cells were seeded in T25 culture dishes (Corning, USA). Upon reaching 50% confluency, they were subjected to various treatments, including Shh/TNF-α/IL-1β or Verteporfin (Sigma, USA) for 48 hours, with the medium refreshed every 12 hours. The cells in the logarithmic phase were transfected with miR-301 mimic, miR-301 inhibitor, Gli1 cDNA and their corresponding controls.

### 2.2. RNA extraction and quantitative PCR

To analyze mRNA expression, total RNA was extracted from pancreatic ductal adenocarcinoma (PDAC) cells using Trizol reagent followed by DNase I digestion for 15 minutes to remove genomic DNA contamination. RNA purification was then performed using the RNeasy Kit (Qiagen, Germany). Subsequently, 1 µg of purified RNA was subjected to reverse transcription in a 20 µL reaction system at 37°C for 15 minutes following the manufacturer’s protocol. TaqMan primers targeting Gli1, NF-kB, Shh, KRAS, and GAPDH were obtained from Invitrogen (Shanghai Life Technologies Biotechnology Co., Ltd.). Quantitative PCR (qPCR) was conducted using a 20 µL reaction mixture containing gene-specific TaqMan primers on the Roche LightCycler® 480 instrument (Roche, Switzerland). The expression levels of each target gene were normalized to GAPDH levels in each sample. All experiments were performed in triplicate to ensure accuracy and reproducibility.

### 2.3. Microarray analysis for mRNA and miRNA

To analyze differentially expressed miRNAs and mRNAs in SW1990 and PANC-1 cells, we compared GLI1 overexpression groups with corresponding control groups, each consisting of three samples. Total RNA was extracted using the mirVana™ RNA Isolation Kit (Applied Biosystems p/n AM1556) and quantified with a NanoDrop ND-2000 spectrophotometer. RNA integrity was assessed using an Agilent Bioanalyzer 2100. Subsequently, the extracted RNA was reverse-transcribed into cDNA, synthesized into complementary RNA (cRNA), and labeled with Cyanine-3-CTP. The labeled cRNA was hybridized onto Agilent microarray slides, washed, and scanned using the Agilent Scanner G2505C to capture fluorescence signals. The resulting data underwent background correction, normalization, and differential expression analysis to compare the expression profiles between the Gli1 overexpression and control groups.

### 2.4. Construction of recombinant lentivirus and cell infection

To downregulate the expression of the Gli1 gene, short hairpin RNA (shRNA) constructs were employed, with a non-silencing fragment serving as the negative control. The synthesis of shRNA was outsourced to Shanghai GenePharma Co., Ltd (Shanghai, China). The shRNA fragments were produced through hybridization of synthesized sense and antisense oligonucleotides, and subsequently cloned into the pGLV-U6-EGFP plasmid, yielding the pGLV-Sh-Gli1 plasmid. The integrity of the shRNA cassettes was validated via direct sequencing.

The shRNA-containing plasmid, pGLV-sh-Gli1, in conjunction with essential components for virus packaging (VSVG and Gag/pol/rev plasmid), were co-transfected into SW1990 and PANC-1 cells using Lipofectamine 2000. Following filtration of the harvested medium through 0.45 μm-filters, virus concentration was achieved via centrifugation at 4,000 × g (Eppendorf, Hamburg, Germany) for 15 minutes, succeeded by an additional 2 minutes at 1,000 × g. The concentrated virus was then stored at − 80°C, with lentiviral vector titers determined through dilution assays employing fluorescence microscopy (IX71; Olympus, Tokyo, Japan).

### 2.5. Nuclear and cytoplasmic protein extraction

The cells were harvested using 0.25% trypsin (Gibco, USA) and subsequently centrifuged at 12,000 rpm for 5 minutes. Following three washes with phosphate-buffered saline (PBS), nuclear and cytoplasmic proteins were separately extracted utilizing NE-PER nuclear and cytoplasmic extraction reagents (Thermo, USA), in accordance with the manufacturer’s instructions. The concentration of proteins was determined using the bicinchoninic acid (BCA) protein assay kit (Thermo, USA) as per the provided protocol, with the protein solution subsequently diluted to a concentration of 1 μg/μL.

### 2.6. Western blot

Both nuclear and cytoplasmic proteins were resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and subsequently transferred onto polyvinylidene fluoride (PVDF) membranes (Bio-Rad, USA). Immunoblotting was conducted overnight at 4°C using the following primary antibodies: rabbit anti-SHH (1:3000, Abcam, USA), rabbit anti-HHIP (1:3000, Abcam, USA), rabbit anti-GLI1 (1:1000, Abcam, USA), rabbit anti-phospho-YAP (Ser127) (1:1000, Abcam, USA), rabbit anti-phospho-YAP (Ser397) (1:1000, Abcam, USA), rabbit anti-YAP (1:200, Santa Cruz, USA), rabbit anti-MST1 (1:1000, Abcam, USA), rabbit anti-MST2 (1:1000, Abcam, USA), rabbit anti-LAST1 (1:1000, Abcam, USA), rabbit anti-β-actin (1:1000, Abcam, USA), and mouse anti-GAPDH (1:2000, Abcam, USA). β-actin and GAPDH served as controls for cytoplasmic and nuclear proteins, respectively. Following incubation with primary antibodies, the blots were visualized using enhanced chemiluminescence reagent (ECL, Thermo, USA). The expression levels of target genes were normalized to the levels of GAPDH or β-actin within each sample. Each experiment was conducted independently at least three times.

### 2.7. Dual luciferase reporter assay

STK3/4 (STK3 in rat and STK4 in human) were predicted as the target gene of miR-301a-3p using Targetscan 3.1 and miRanda 3.3a. To validate the interaction between miR-301a-3p and STK3/4, a dual luciferase reporter assay was performed. Firstly, a fragment within the 3′UTR of STK3/4, containing the predicted miR-301a-3p target site, was amplified from OMECs cDNA using PCR primers. Subsequently, the amplified product was inserted into the SacI and XhoI restriction sites of a psi-check2 vector, generating a wild-type psi-check2 dual luciferase reporter vector. Additionally, complementary mutations were introduced into the miR-301a-3p target binding sequences within the 3′UTR of STK3/4, resulting in the production of a mutant psi-check2 dual luciferase reporter vector. Validation of the constructed vectors was performed through electrophoresis on 1.5% agarose gels and Sanger sequencing.

Subsequently, 0.20 μg of plasmid was extracted from both the wild-type and mutant psi-check2 dual luciferase reporter vectors. These plasmids were co-transfected with 20 pmol of either miR-301a-3p mimic or miR-301a-3p mimic NC into HEK293T cells using INVI DNA & RNA Transfection Reagent™ (Invigentech, CA, USA). Following transfection for 48 hours, the Renilla and firefly luciferase activities of STK3/4 were measured using the Dual-Luciferase Reporter Kit (Promega, WI, USA) and analyzed with a Varioskan LUX Microplate Reader (Thermo Lifetech, MA, USA).

### 2.8. Chromatin immunoprecipitation assay

PDAC cells (2 × 106) were subjected to chromatin immunoprecipitation (ChIP) assay using a ChIP assay kit (Millipore) following the manufacturer’s instructions. The precipitated DNA samples obtained from the ChIP assay were subsequently subjected to PCR amplification targeting specific regions of the STK3/4 promoter. The resulting PCR products were then separated by electrophoresis on a 2% agarose gel and visualized using ethidium bromide staining.

### 2.9. Cell cycle assay

Cells were collected 48 hours post-infection, washed, and suspended in 0.1 M PBS. Subsequently, the cells were fixed in 1 ml pre-cooled 70% alcohol overnight at 4°C, with a cell concentration of 1.0 × 106 cells/ml. After fixation, the cells were treated with a staining solution containing 50 μg/ml propidium iodide (PI) and 20 μg/ml RNase A for 30 minutes at 4°C in the absence of light. The cell cycle distribution was then assessed using flow cytometry.

### 2.10. Transwell cell invasion assay

A total of 2 × 104 cells were seeded in 200 μL of serum-free DMEM into the upper chamber of a 24-well transwell system (Matrigel Invasion Chamber, BD 354,480) for invasion assays. In the lower chamber, 600 μL of DMEM supplemented with 10% FBS was added. After incubation for 60 or 72 hours, the inserts were removed, and the cells on the upper surface were gently washed with PBS and removed using cotton swabs. Subsequently, the cells were fixed in 100% ethanol for 20 minutes and stained with crystal violet. The stained inserts were then cut and mounted on microscope slides. Six fields were randomly selected from each insert for cell counting. Images of the invading cells were captured using an inverted microscope (Olympus). Each experiment was repeated independently three times.

### 2.11. Cell counting Kit-8 assay

Cell viability was assessed using the Cell Counting Kit-8 Assay Kit (Dojindo, Japan). Briefly, cells were seeded into 96-well plates at a density of 2 × 104 cells per well and allowed to adhere overnight. Subsequently, cells were treated with various conditions, including 1% FBS-DMEM, 100 ng/mL Shh, 5 ng/mL IL-1β, 10 ng/mL TNF-α, or miR-301a inhibitor alone or in combination. At 0, 12, 24, 36, and 48 hours post-stimulation, cells were incubated with 2-(2-methoxy-4-nitrophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2 h-tetrazolium monosodium salt (WST-8) in the dark as per the manufacturer’s instructions. The absorbance values were measured at 450 nm using an enzyme-linked immunosorbent assay (ELISA) reader. Each experiment was performed in triplicate to ensure reproducibility.

### 2.12. Apoptosis assay

Apoptosis was assessed using the Annexin V/FITC staining kit (eBioscience, USA). At 48 hours post-stimulation, cells were harvested and washed twice with PBS. Subsequently, the cells were centrifuged, resuspended in 100 μL of binding buffer, and stained with Annexin V (5 μL) for 15 minutes at room temperature in the dark. Following Annexin V staining, the samples were stained with propidium iodide (10 μL) for 5 minutes in the dark before being subjected to flow cytometry (Miltenyi Biotec, Germany). The acquired data were analyzed using FlowJo software (Tree Star Inc., USA).

### 2.13. Statistical analysis

Statistical analyses were performed using the Statistical Package for the Social Sciences (SPSS, version 18.0; USA). Student’s t-test was employed to compare groups and determine statistical significance. Pearson’s correlation coefficient was calculated to assess correlations. All data are presented as mean ± standard deviation. A value of *p* < .05 was considered statistically significant.

## 3. Results

### 3.1. Activation of hedgehog pathway regulates the Hippo/YAP pathway

In our previous studies, we found cytokines TNF-α and IL-1β can activate the Hh pathway.^18,19^ To explore the influence of the Hedgehog pathway on the Hippo/YAP pathway and unravel the underlying mechanisms, Panc-1 cells were treated separately with the YAP pathway inhibitor verteporfin, SHH protein (20, 100, and 500 ng/mL), TNF-α (0.5, 5, and 50 ng/mL), and IL-1β (0.5, 5, and 50 ng/mL). Following these treatments, the expression levels and phosphorylation status of key molecules within the YAP pathway were evaluated.

Treatment with verteporfin led to a significant decrease in the expression of Mst1 and Mst2, as well as in the downstream molecules LATS1 and total YAP protein, indicating a nonspecific inhibition of the YAP pathway (Figure 1a). In contrast, SHH treatment resulted in reduced expression of YAP-127p, Mst1, and Mst2, while the levels of total YAP, LATS1, and YAP-397p remained unchanged (Figure 1b). Similarly, IL-1β treatment decreased the expression of YAP-397p, Mst1, and Mst2, without affecting total YAP, LATS1, or YAP-127p levels (Figure 1c). TNF-α treatment also led to a reduction in YAP-127p, YAP-397p, Mst1, and Mst2 expression, with no significant changes observed in total YAP and LATS1 levels (Figure 1d).

**Figure 1.**
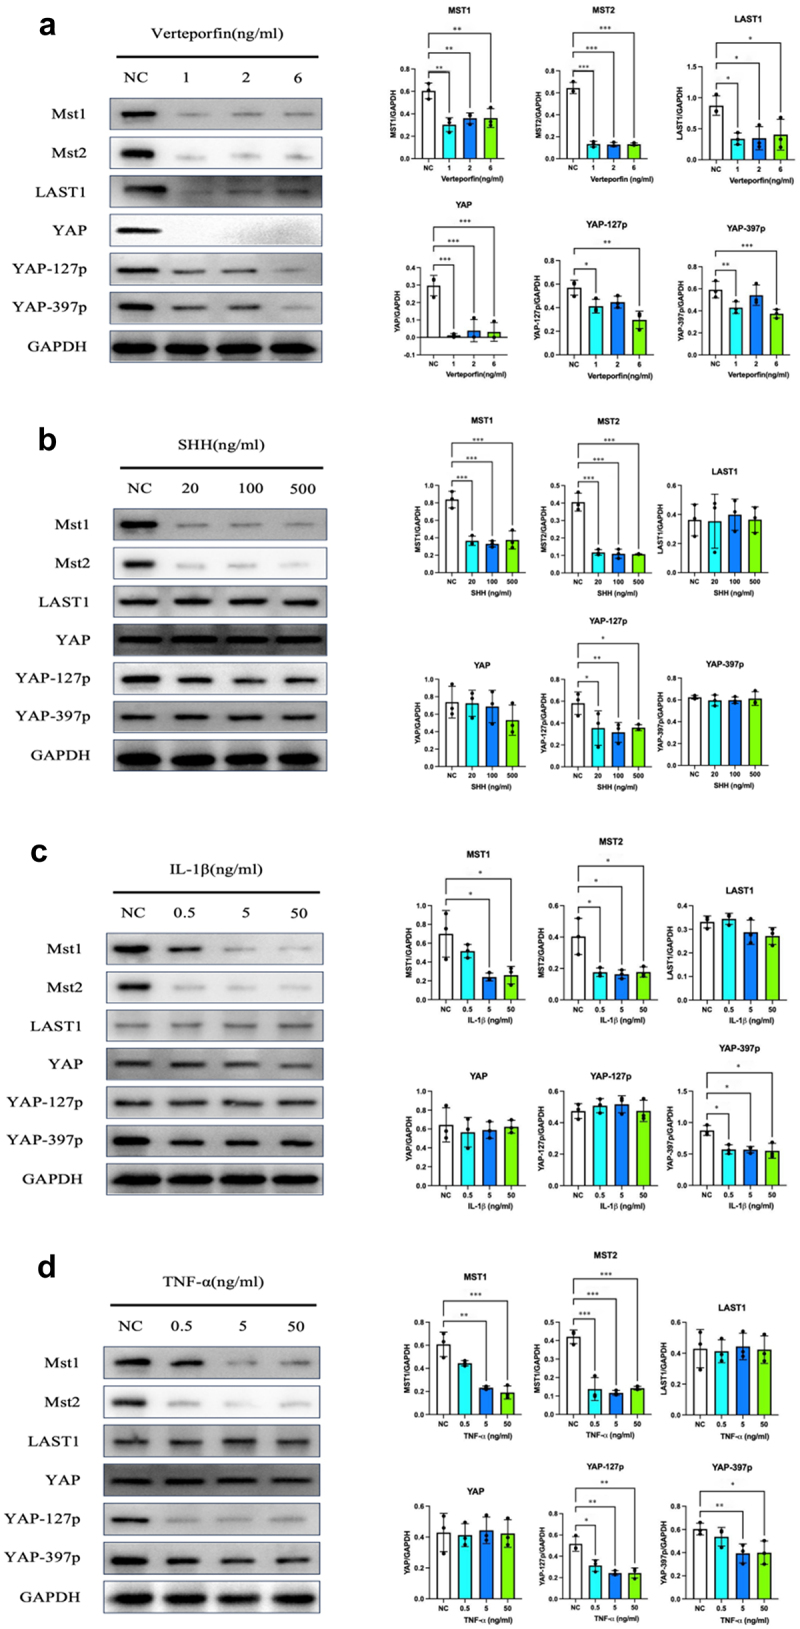
Regulation of the Hippo/yap pathway by hedgehog activation in panc-1 cells. Protein expression and phosphorylation levels of Hippo/yap pathway members in panc-1 cells after 48-hour treatment with the YAP pathway inhibitor verteporfin (a), SHH (b), tnf-α (c), and IL-1β (d). Data are presented as mean ± SD, *n*=3; *p < .05, **p < .01,***p < .001 compared to controls. Statistical analyses used one-way ANOVA with post hoc tests.

The localization and activity of YAP are regulated by phosphorylation at specific inhibitory sites, where phosphorylation at Ser127 and Ser397 suppresses YAP activation and thereby inhibits the Hippo/YAP pathway.^20^ Phosphorylation at Ser127 retains YAP in the cytoplasm, preventing its nuclear entry and transcriptional activity, while phosphorylation at Ser397 targets YAP for degradation, reducing its overall cellular levels.^21^ In this study, we found that activation of the Hedgehog pathway by SHH, TNF-α, and IL-1β significantly reduced phosphorylation at these sites, promoting YAP nuclear translocation. This shift enhances YAP pathway activity by downregulating the upstream regulators MST1 and MST2, ultimately impacting processes such as cell proliferation, differentiation, and apoptosis. These findings suggest that Hedgehog pathway activation promotes YAP nuclear localization and pathway activation by decreasing inhibitory phosphorylation and suppressing MST1 and MST2 expression.

### 3.2. miR-301a is the most upregulated miRNA upon hedgehog activation, and its precursor directly binds to Gli1

To investigate the influence of Gli1 expression on miR-301a regulation, we transfected Gli1 cDNA expression vectors and Gli1 shRNA knockout vectors into SW1990 and Panc-1 cells individually. Consistent alterations in Gli1 protein and mRNA expression levels were observed in both cell lines (Figure 2a-b). Notably, alongside these changes, we observed significant shifts in miR-301a expression, notably increasing upon Gli1 overexpression and decreasing upon Gli1 knockout, further indicating miR-301a as a downstream target of Gli1 (Figure 2c).

**Figure 2.**
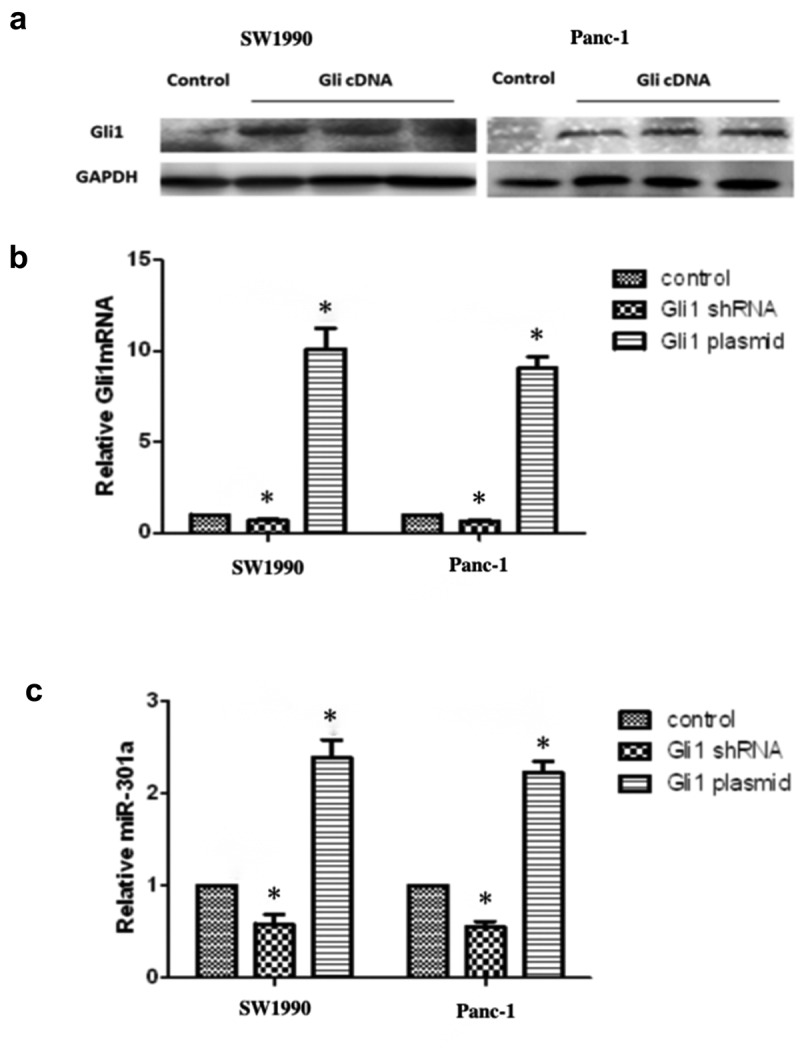
Activation of hedgehog signaling via Gli1 overexpression and its effects on mi301a expression in SW1990 and panc-1 cells. (a) Western blot analysis showing Gli1 protein expression in SW1990 and panc-1 cells following transfection with Gli1 cDNA to activate hedgehog (HH) signaling. (b) Quantitative RT-PCR analysis of Gli1 mRNA levels after transfection with either Gli1 shRNA (knockdown) or Gli1 plasmid (overexpression) in SW1990 and panc-1 cells, demonstrating effective modulation of Gli1 expression. (c) Expression of miR-301a in response to Gli1 knockdown or overexpression, indicating downstream effects of HH pathway activation on miRNA regulation. Data are presented as mean ± SD, *n*=3; with *indicating a statistically significant difference compared to the control group (*p* < .05). Statistical analyses were performed using one-way ANOVA followed by post hoc tests for multiple comparisons, as indicated by the p-values on each graph.

Subsequently, we independently transfected SW1990 and Panc-1 cells with Gli1 cDNA for mRNA and miRNA microarray analysis (Figure 3a). 

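SW1990 and PANC-1 are established human pancreatic ductal adenocarcinoma cell lines, and the mRNA arrays held 4 groups of 3 arrays, labelled GLI1 or control in each line. GLI1, the transcription factor at the end of the Hedgehog pathway whose cDNA was transfected, was lower in the arrays labelled GLI1 than in those labelled control. In SW1990 its normalized log2 value was 6.89 ± 0.12 (SD, n = 3) in the arrays labelled GLI1 and 11.81 ± 0.04 (SD, n = 3) in the arrays labelled control. This is a log2 fold change of -4.92 (standard error 0.08, adjusted p = 5.17e-11 from limma), or 30.2-fold lower. In PANC-1 the values were 7.93 ± 0.15 (SD, n = 3) and 11.50 ± 0.04 (SD, n = 3), a log2 fold change of -3.57 (standard error 0.08, adjusted p = 1.76e-09 from limma), or 11.9-fold lower. All 3 arrays labelled GLI1 lay below all 3 arrays labelled control in each line (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow).
The transfected gene ran against the labels in both lines, so the groups are named here by their labels, and each direction given is that of the arrays labelled GLI1 relative to the arrays labelled control. The Western blot and RT-qPCR of the paper (Fig. 2a-b) show more GLI1 after transfection with its plasmid, the opposite of these arrays, which does not settle which label applies. GLI1 was read by 1 probe set, and whether it detects the transcript of the plasmid is not given in the sources used here.

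**Figure D1:**
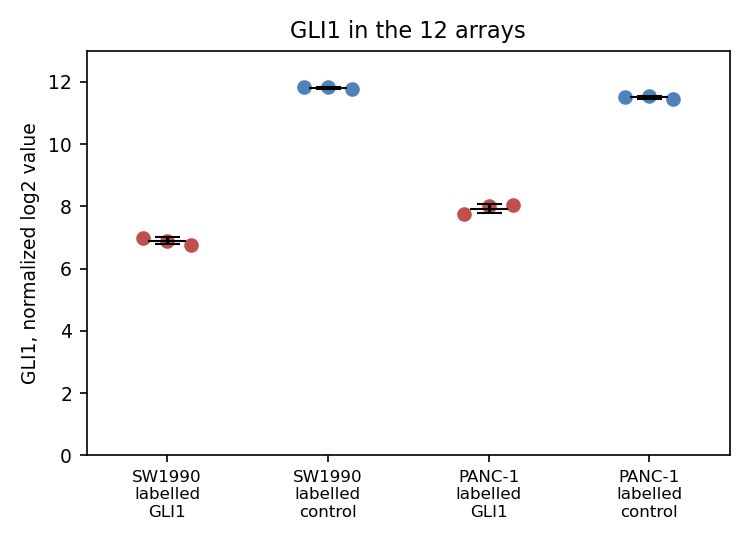
Normalized log2 value of GLI1 in each of the 12 arrays, by cell line and label; each point is 1 array, and lines give the mean and SD. The arrays labelled GLI1 lie below the arrays labelled control in both lines, at group means of 6.89 and 11.81 in SW1990 and 7.93 and 11.50 in PANC-1.

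The values analysed are the log2 values that the authors deposited for 70523 probe sets in each of the 12 arrays. The methods describe Agilent slides, Cyanine-3 and mirVana extraction, whereas the sample labels give biotin and Trizol and the probe sets are those of the Affymetrix Human Transcriptome Array. The authors corrected the background and normalized the values by methods that are not named, and the values are not centred per gene. The array medians ran from 5.86 to 6.00, a difference of 0.133, so the arrays were quantile normalized. Of the probe sets, 23781 had 1 gene symbol, 1543 had several and 45199 had none, and the single-symbol probe sets gave 22411 genes. These genes were fitted in limma with 4 group means, which leaves 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. Each gene has a single spread estimated over all 4 groups, so the standard error and p-value of a line also carry the spread of the other line. The number of arrays limits the precision. No source states that the 3 arrays of a group came from separate cultures, and p-values then measure only the spread between these samples, which may be technical.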

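In SW1990, genes of the interferon response were far lower in the arrays labelled GLI1, and genes of DNA replication and cell division were higher, in the direction of labels that GLI1 itself ran against. Of 32 measured interferon-stimulated genes, 31 fell, none rose and 1 did not pass the test at an adjusted p under 0.05 from limma (32 fell when adjusted over the list alone). Their median log2 fold change was -3.66 (camera, adjusted p = 4.58e-30, and adjusted p = 0.239 with an estimated correlation). OAS2, an antiviral enzyme that senses viral RNA, stood at 5.76 ± 0.13 (SD, n = 3) in the arrays labelled GLI1 and at 11.41 ± 0.04 (SD, n = 3) in the arrays labelled control, a log2 fold change of -5.65 (standard error 0.97, adjusted p = 0.00209 from limma). That standard error also carries the control arrays of PANC-1, where OAS2 was at 10.62 in S8, 6.25 in S10 and 5.49 in S11. The chemokine CXCL10 had a log2 fold change of -5.45 (adjusted p = 1.09e-06), and BST2, which tethers budding virus to the cell surface, one of -5.53 (adjusted p = 9.53e-05).
All 20 measured genes of S phase rose (20 when adjusted over the list alone), with a median log2 fold change of 0.59 (camera, adjusted p = 1.44e-14, and adjusted p = 0.239 with an estimated correlation). GINS2, a subunit of the replicative helicase, rose by 1.22 (adjusted p = 6.75e-05) and the helicase subunit MCM5 by 0.89 (adjusted p = 0.000248) on the log2 scale. Of 22 measured genes of the G2 and M phases, 20 rose, none fell and 2 did not pass (20 rose when adjusted over the list alone). Their median was 0.67 (camera, adjusted p = 4.03e-15, and adjusted p = 0.239 with an estimated correlation), with BIRC5, the apoptosis inhibitor survivin, at 0.96 and CDC20, an activator of the anaphase-promoting complex, at 0.84. Among 31 measured ribosomal protein genes, 19 rose, none fell and 12 did not pass (22 rose when adjusted over the list alone), at a median of 0.27 (camera, adjusted p = 9.97e-12, and adjusted p = 0.239 with an estimated correlation); RPS23 had a log2 fold change of 0.72.
Genes of the integrated stress response were lower: 8 of 18 fell, none rose and 10 did not pass (8 fell when adjusted over the list alone), at a median of -0.31 (camera, adjusted p = 0.000375, and adjusted p = 0.239 with an estimated correlation). DDIT3, the stress-induced transcription factor CHOP, had a log2 fold change of -1.93 (standard error 0.20, adjusted p = 0.000112 from limma). Of 16 measured p53 targets, 7 fell, 1 rose and 8 did not pass (10 fell and 1 rose when adjusted over the list alone), at a median of -0.31 (camera, adjusted p = 0.000251, and adjusted p = 0.239 with an estimated correlation). The p53 ligase MDM2 was at -0.58 (adjusted p = 0.000196) and TIGAR, a regulator of glycolysis, at -0.47 (adjusted p = 0.000274). The count that fell was 4 without array LIP-2 or without control array b, and the count that rose was 0 without each of LIP, LIP-1, a, b and c. Of 13 measured chaperones and other genes of the endoplasmic reticulum, 6 fell, none rose and 7 did not pass (7 fell when adjusted over the list alone), at a median of -0.19 (camera, adjusted p = 0.000568, and adjusted p = 0.271 with an estimated correlation). XBP1, a transcription factor of the unfolded protein response, was at -0.73 and HERPUD1, a factor of protein degradation at the endoplasmic reticulum, at -0.96. Among the largest rises were IGFL2, a secreted growth factor-like protein, at 2.26 (standard error 0.10, adjusted p = 6.02e-07 from limma), the receptor tyrosine kinase KIT at 1.84 (adjusted p = 0.00116) and the growth factor FGF20 at 1.62 (adjusted p = 3.00e-05).
Of the 22411 genes, 4241 differed in SW1990, 2084 higher and 2157 lower, of which 48 and 176 by at least 2-fold. The count was 2793 without control array a and 2800 without control array b, and 63.5% of the called genes were higher on the values as deposited, against 49.1% after quantile normalization.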

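In PANC-1, several interferon genes and genes of the integrated stress response were lower in the arrays labelled GLI1 and genes of S phase were higher, again by labels that GLI1 ran against. IFIT2, an antiviral protein that binds viral RNA, had a log2 fold change of -3.53 (standard error 0.38, adjusted p = 0.000828 from limma), and the interferon lambda gene IFNL1 one of -3.54 (standard error 0.36, adjusted p = 0.00068 from limma). Of the 32 interferon-stimulated genes, 9 fell, none rose and 23 did not pass (10 fell when adjusted over the list alone), at a median of -1.21 (camera, adjusted p = 3.83e-11, and adjusted p = 0.422 with an estimated correlation). Control array S8 stood apart in these genes. Over all genes its Pearson correlation was 0.987 with S10 and 0.988 with S11, below the 0.989 to 0.992 with the PANC-1 arrays labelled GLI1. The median of the interferon-stimulated genes in S8 was 9.31, against 7.15 in S10 and 6.35 in S11 and 6.05 to 6.51 in the arrays labelled GLI1. Without S8, 13 of these genes fell and the median log2 fold change was -0.30, and 5 fell without LIP-1 or without LIP-2.
Of the 18 genes of the integrated stress response, 9 fell, none rose and 9 did not pass (9 fell when adjusted over the list alone), at a median of -0.48 (camera, adjusted p = 0.000299, and adjusted p = 0.239 with an estimated correlation). DDIT3 was at -2.06 (standard error 0.20, adjusted p = 0.000633 from limma) and PPP1R15A, a phosphatase subunit that ends the stress response, at -1.47 (adjusted p = 0.00354). Without S8 the median was -0.31 and 4 members of the list rose. Of the 20 S-phase genes, 15 rose, none fell and 5 did not pass (20 rose when adjusted over the list alone), at a median of 0.44 (camera, adjusted p = 1.44e-14, and adjusted p = 0.239 with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, rose by 0.71 (adjusted p = 0.00409) and the helicase subunit MCM4 by 0.51 (adjusted p = 0.00707) on the log2 scale. Of the 22 genes of the G2 and M phases, 10 rose, none fell and 12 did not pass (16 rose when adjusted over the list alone), at a median of 0.32 (camera, adjusted p = 3.49e-09, and adjusted p = 0.288 with an estimated correlation), with cyclin A, CCNA2, at 0.53. The S-phase count was 5, 6, 5 and 8 without LIP-1, LIP-2, S10 and S11, and the count of the G2 and M phases was 2 without each of them. Among the largest changes outside these lists were ID2, an inhibitor of helix-loop-helix transcription factors, at 1.48 (adjusted p = 0.00873), the small nucleolar RNA SNORD114-18 at 1.57 (adjusted p = 0.00117) and the antisense RNA HIF1A-AS2 at -3.01 (adjusted p = 0.0033).

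**Figure D2:**
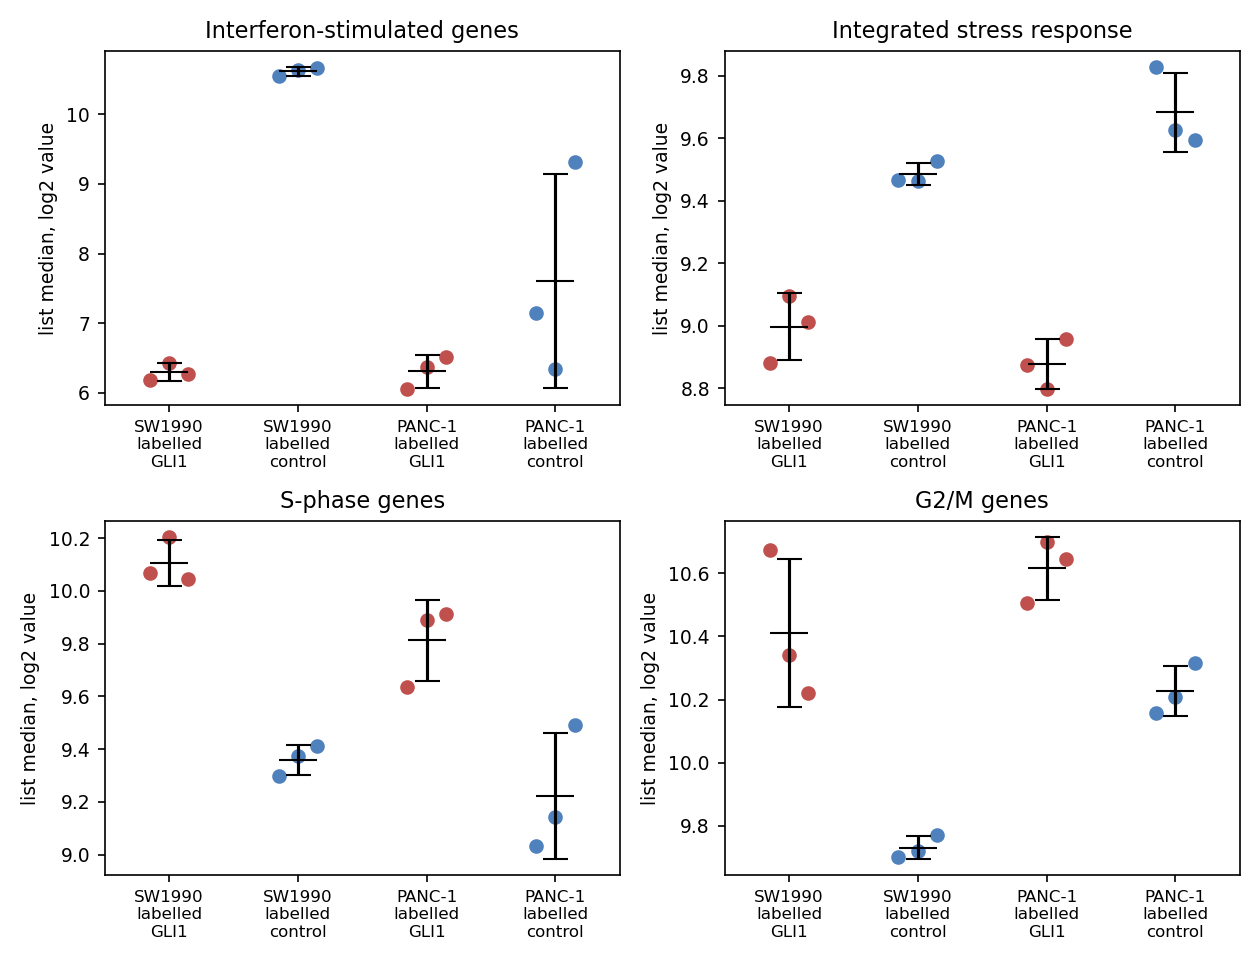
Median normalized log2 value of gene lists in each of the 12 arrays, by cell line and label; each point is 1 array, and lines give the mean and SD. The median of the interferon-stimulated genes is 9.31 in control array S8 of PANC-1 and 6.35 to 7.15 in the other control arrays of that line.

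In all, 2160 genes differed in PANC-1, 984 higher and 1176 lower, of which 35 and 78 by at least 2-fold. The count was 769, 784, 728 and 932 without LIP-1, LIP-2, S10 and S11, 5443 without S8, and 86 with the 6 arrays of PANC-1 fitted alone. Of 109 named genes called in PANC-1, 10 also passed in that fit, among them GLI1, DDIT3, XBP1, PMAIP1 and SNORD114-18, while IFIT2, IFNL1, PPP1R15A, RRM2, MCM4, CCNA2, ID2 and HIF1A-AS2 did not.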

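Single genes of the interferon response, stress, the cell cycle and glycolysis changed the same way in both lines, named by labels that GLI1 ran against. PMAIP1, the pro-apoptotic protein NOXA, had log2 fold changes of -1.58 in SW1990 (standard error 0.09, adjusted p = 3.58e-06 from limma) and -1.30 in PANC-1 (standard error 0.09, adjusted p = 8.72e-05 from limma). HERC5, the ligase that attaches the ubiquitin-like ISG15, was at -3.39 (adjusted p = 0.000596) and -2.90 (adjusted p = 0.00494). TNFAIP3, a feedback inhibitor of NF-κB, was at -1.39 (adjusted p = 0.000741) and -1.96 (adjusted p = 0.00068). The glycolytic enzyme PGK1 rose by 0.56 (adjusted p = 0.00336) and 0.60 (adjusted p = 0.00699), and the mitotic kinesin KIF11 by 0.51 (adjusted p = 0.00174) and 0.49 (adjusted p = 0.00666), on the log2 scale. With the 6 arrays of PANC-1 fitted alone, HERC5, PGK1 and KIF11 were not called in that line.
In total 1126 genes passed in both lines and changed the same way, 474 higher and 652 lower, where independent lists of these sizes would share 91.5 and 113. The lists are not independent, since both lines use the same spread of each gene, so these expected counts may be too low. Another 13 genes passed in both lines in opposite ways. Across genes, which are not independent replicates, the log2 fold changes of the lines had a Spearman correlation of 0.43 and a Pearson correlation of 0.52. The shared count was 467, 480, 500 and 598 without LIP-1, LIP-2, S10 and S11 of PANC-1, 2197 without S8, and 702 without control array b of SW1990. It was 59 with each line fitted alone.
The effect itself differed between the lines for 536 genes by the interaction test. EPSTI1, an interferon-induced gene, had a log2 fold change of -3.44 in SW1990 and -0.06 in PANC-1, a difference of 3.39 (adjusted p = 1.74e-07 from limma). CXCL10 differed by 5.32 (adjusted p = 7.86e-05), being at -0.13 in PANC-1, and ARRDC3, an arrestin-like adaptor, by 2.44 (adjusted p = 7.86e-05). IGFL2, at -0.10 in PANC-1, differed by -2.36 (adjusted p = 2.42e-05). In SW1990 the count was 335, 262 and 319 without LIP, LIP-1 and LIP-2, and 234 and 228 without a and b. In PANC-1 it was 355, 230 and 300 without LIP, LIP-1 and LIP-2, 265 and 276 without S10 and S11, and 3416 without S8.

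**Figure D3:**
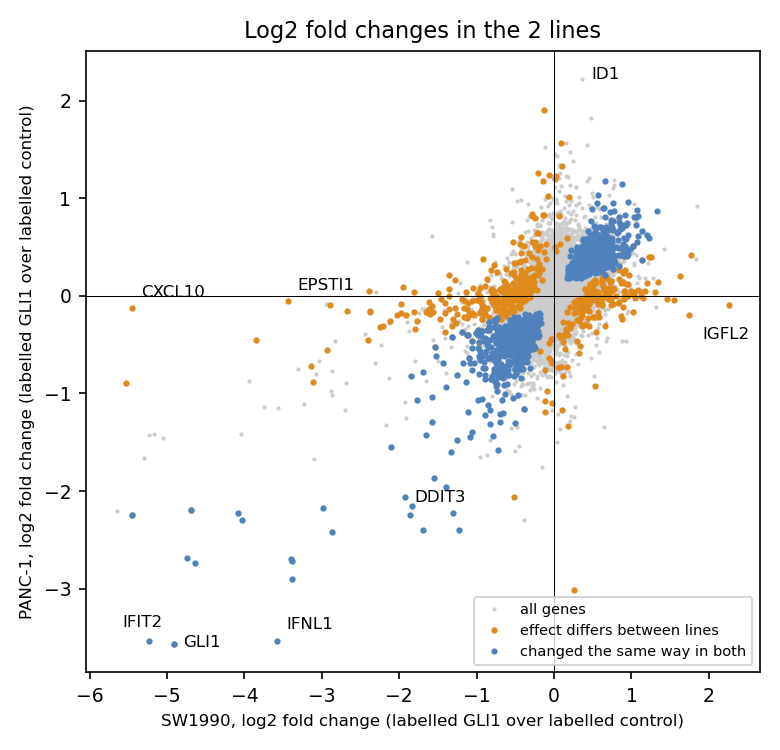
Log2 fold change (arrays labelled GLI1 over arrays labelled control) of each of the 22411 genes in SW1990 (horizontal axis) and PANC-1 (vertical axis). Blue points are the 1126 genes that passed in both lines and changed the same way, and orange points are the 536 genes whose effect differed between the lines.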

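Genes of the Hedgehog pathway moved little beside the interferon genes, with each direction again that of labels that GLI1 ran against. Of 18 measured Hedgehog targets, FOXM1 rose in SW1990 and FOXM1, SFRP1 and JAG2 rose in PANC-1, which makes 1 and 3 (1 and 3 when adjusted over the list alone), and none fell. FOXM1, a transcription factor of mitotic genes, rose by 0.54 in SW1990 (standard error 0.08, adjusted p = 0.00109 from limma) and by 0.40 in PANC-1 (adjusted p = 0.0138, and 0.0629 without S10) on the log2 scale. PTCH1, the Hedgehog receptor and a direct target, was chosen after its values were seen and stood at -0.09 (adjusted p = 0.449) and -0.16 (adjusted p = 0.198). SFRP1 was at 0.39 (adjusted p = 0.0194, and 0.0795, 0.0652, 0.0851 and 0.0511 without LIP-1, LIP-2, S10 and S11) and JAG2 at 0.38 (adjusted p = 0.0214, and 0.0541, 0.0842 and 0.0951 without LIP, LIP-2 and S10). The medians of the targets were 0.03 (camera, adjusted p = 0.493) and 0.02 (camera, adjusted p = 0.416), both near 0. In SW1990 the median was 0.04, 0.01 and 0.04 without LIP, LIP-1 and b, and in PANC-1 -0.03, 0.05 and 0.05 without LIP, LIP-1 and LIP-2, so its sign there turns with 1 array. In SW1990 2 targets rose without LIP or without LIP-2, and in PANC-1 1 rose without LIP-2, 0 without S10, and 1 fell without S8.
Of 23 measured Hedgehog components, 2 rose and 5 fell in SW1990 (2 and 5 when adjusted over the list alone; camera, adjusted p = 0.613). Among them were KIF3A, a kinesin of the primary cilium, at -0.41 (adjusted p = 0.000956), the transcription factor GLI3 at 0.40 (adjusted p = 0.00682) and SPOP, an adaptor for the degradation of GLI factors, at -0.34 (adjusted p = 0.0161). The count that fell was 3, 2 and 3 without LIP-2, a and c. In PANC-1 2 components rose and 2 fell (3 and 4 when adjusted over the list alone; camera, adjusted p = 0.743), where the median was -0.04 (-0.02 without LIP-1) and the mean 0.01. Without each of LIP-1, LIP-2, S10 and S11, 1 rose and 0 fell there, and 4 fell without S8.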

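Hippo components went both ways in SW1990 and only fell in PANC-1, YAP targets went both ways with more falls than rises, and the NF-κB genes that passed all fell, by labels that GLI1 ran against. Of 25 measured Hippo components, 3 rose and 4 fell in SW1990 (3 and 5 when adjusted over the list alone; camera, adjusted p = 0.28), with PTPN14, a phosphatase that binds YAP, at -0.46 (standard error 0.08, adjusted p = 0.00224 from limma). In SW1990 1 component rose without LIP, a or b, and 2, 1, 2, 1, 1 and 2 fell without LIP, LIP-1, LIP-2, a, b and c. In PANC-1 none rose and AMOTL2, RASSF1 and LATS2 fell, which makes 3 of 25 (5 when adjusted over the list alone). LATS2, a kinase that inactivates YAP, was at -0.53 (adjusted p = 0.0173, and 0.0734, 0.0655 and 0.0682 without LIP-1, S10 and S11), and AMOTL2 was not called without LIP-1 or S10 (0.0561 and 0.0559), nor RASSF1 without S10 (0.0534). The median was -0.08 (camera, adjusted p = 0.037, and adjusted p = 0.36 with an estimated correlation). The list's p was 0.119, 0.123, 0.117 and 0.0635 without LIP-1, LIP-2, S11 and S8, and 0.0659 with the 30% of genes of lowest signal left out. The median was -0.05 without LIP-1 or S11, and 5, 1, 0 and 7 components fell without LIP, LIP-1, S10 and S8, and 2 rose without S8.
Of 22 measured YAP and TAZ targets, 1 rose and 4 fell in SW1990 (1 and 5 when adjusted over the list alone; camera, adjusted p = 0.314), and none rose once any 1 array was left out. In PANC-1 2 rose and 6 fell (3 and 7 when adjusted over the list alone), at a median of -0.14 (camera, adjusted p = 0.0229, and adjusted p = 0.288 with an estimated correlation). ANKRD1, a cardiac ankyrin repeat protein, was at -2.22 (standard error 0.37, adjusted p = 0.00581 from limma), the kinase NUAK2 at -0.76 (adjusted p = 0.00666) and the matrix protein CCDC80 at 0.77 (adjusted p = 0.00772). Without LIP-1, LIP-2 and S11 the list's p was 0.0538, 0.0756 and 0.0565, 3 targets fell without LIP-1 or without S10, and 1 rose without S10. The list shares PTPN14, AMOTL2 and LATS2 with the Hippo components, so these genes count in both lists, which are not independent.
Of 16 measured targets of the miR-301a family, TSC1 and CSF1 fell in SW1990 (2 when adjusted over the list alone; camera, adjusted p = 0.335). TSC1, a repressor of mTOR signalling, was at -0.76 (adjusted p = 0.000415) and CSF1, a growth factor of macrophages, at -0.82 (adjusted p = 0.00267). In PANC-1 TSC1, SOCS5 and DDX6 fell, which makes 3 (5 when adjusted over the list alone), at a median of -0.09 (camera, adjusted p = 0.0224, and adjusted p = 0.239 with an estimated correlation). That list's p was 0.0563 without LIP-2 and 0.0772 without S8, its median -0.20 without LIP, and its count 1 without each of LIP, LIP-1 and LIP-2, 0 without S11 and 6 without S8, where 2 rose. TSC1 was not called without S11 (0.0506), SOCS5 was not called without LIP, LIP-1, LIP-2 or S11, and DDX6 not without any array but S8.
Of 21 measured NF-κB and cytokine genes, 6 fell and none rose in SW1990 (6 when adjusted over the list alone), at a median of -0.08 (camera, adjusted p = 0.0112, and adjusted p = 0.553 with an estimated correlation), or -0.06 without LIP and -0.14 without LIP-1. In PANC-1 5 fell and none rose (7 when adjusted over the list alone), at a median of -0.18 (camera, adjusted p = 0.00905, and adjusted p = 0.553 with an estimated correlation). RELB, a subunit of NF-κB, was at -0.46 in SW1990 (adjusted p = 0.00248) and -0.52 in PANC-1 (adjusted p = 0.00448), and the cytokine IL1A at -0.74 in SW1990 (adjusted p = 0.00152). The PANC-1 list's p was 0.0518 without LIP-2 and 0.205 without S8, its median -0.28, -0.07, -0.10 and -0.29 without LIP, LIP-1, LIP-2 and S10, its count 2 without each of LIP-1, LIP-2 and S11, and 1 rose without S8.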

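Genes of cell death and of early signalling mostly fell where they passed, and ribosomal protein genes of PANC-1 barely moved, by labels that GLI1 ran against. Of 21 measured apoptosis genes, 5 fell and 1 rose in SW1990 (6 and 3 when adjusted over the list alone), at a median of -0.12 (camera, adjusted p = 0.079), or -0.08 without LIP-2 or c, and 0 rose without LIP-1, a or b and 2 without LIP-2. CASP8, the initiator caspase of death receptors, was at -0.47 (adjusted p = 0.00571) and BAK1, a pore former of mitochondria, at -0.40 (adjusted p = 0.00582). In PANC-1 PMAIP1, BAK1 and XIAP fell, which makes 3 (3 when adjusted over the list alone), at a median of -0.13 (camera, adjusted p = 0.0215, and adjusted p = 0.239 with an estimated correlation). Without LIP-2 and S8 the list's p was 0.0563 and 0.0994, and 1 gene fell without each of LIP-1, LIP-2, S10 and S11, where BAK1 and XIAP were not called, while 6 fell and 3 rose without S8.
Of 15 measured immediate early genes, ATF3, KLF6, NR4A1 and JUN fell in SW1990 and none rose, which makes 4 (5 fell and 1 rose when adjusted over the list alone), at a median of -0.35 (camera, adjusted p = 0.0209, and adjusted p = 0.553 with an estimated correlation). JUN, a subunit of AP-1, was at -0.99 (adjusted p = 0.0117); without LIP the list's median was -0.11, its p 0.196 and 1 gene rose. In PANC-1 2 rose and 3 fell (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.906), with 1 fall without each of LIP-1, LIP-2, S10 and S11 and 0 rises without each of LIP, LIP-2, S10 and S11, 1 rise without LIP-1 and 5 without S8. The median there was 0.25 (0.16 without S11) and the mean 0.00. Of 13 measured TGFβ targets, SKIL, a repressor of SMAD proteins, was at -0.85 (adjusted p = 0.000896) and TAGLN, an actin-binding protein, at 0.32 (adjusted p = 0.00142) in SW1990, 1 fall and 1 rise (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.517), and 2 fell without LIP-1. In PANC-1 none passed in limma (4 rose when adjusted over the list alone), at a median of 0.19 (camera, adjusted p = 0.00964, and adjusted p = 0.36 with an estimated correlation), 1 rose without S11 and 5 rose without S8.
In PANC-1 1 of the 31 ribosomal protein genes rose (0 when adjusted over the list alone), at a median of 0.05 (camera, adjusted p = 0.0264, and adjusted p = 0.639 with an estimated correlation; 0.0587 without LIP-1 and 0.923 without S8); the median was 0.10 without S10 and 0.01 without S8, and 2 rose and 1 fell without S8, 0 rose without any other array. Of the 13 genes of the endoplasmic reticulum, XBP1, DNAJB9 and HERPUD1 fell and EDEM1 rose in PANC-1, which makes 3 and 1 (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.672), with XBP1 at -0.70 (adjusted p = 0.000828). EDEM1 was not called without any of LIP, LIP-1, LIP-2, S10 and S11, nor HERPUD1 without LIP-1 or LIP-2 (0.0505 and 0.0502), and 5 rose without S8. Of the 16 p53 targets, GADD45A and AEN fell in PANC-1, which makes 2 (2 when adjusted over the list alone), at a median of -0.07 (camera, adjusted p = 0.088, and 0.0488 and 0.0323 without LIP and S10), or -0.04 without S8. AEN, an exonuclease of apoptosis, was at -1.02 (adjusted p = 0.0439) and was called only with all PANC-1 arrays or without S8.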

The results unveiled significant differential expression patterns, with numerous miRNAs and mRNAs showing changes post-Gli1 transfection. Remarkably, miR-301a exhibited high expression in both SW1990 and Panc-1 cells transfected with Gli1 cDNA (Figure 3b).

**Figure 3.**
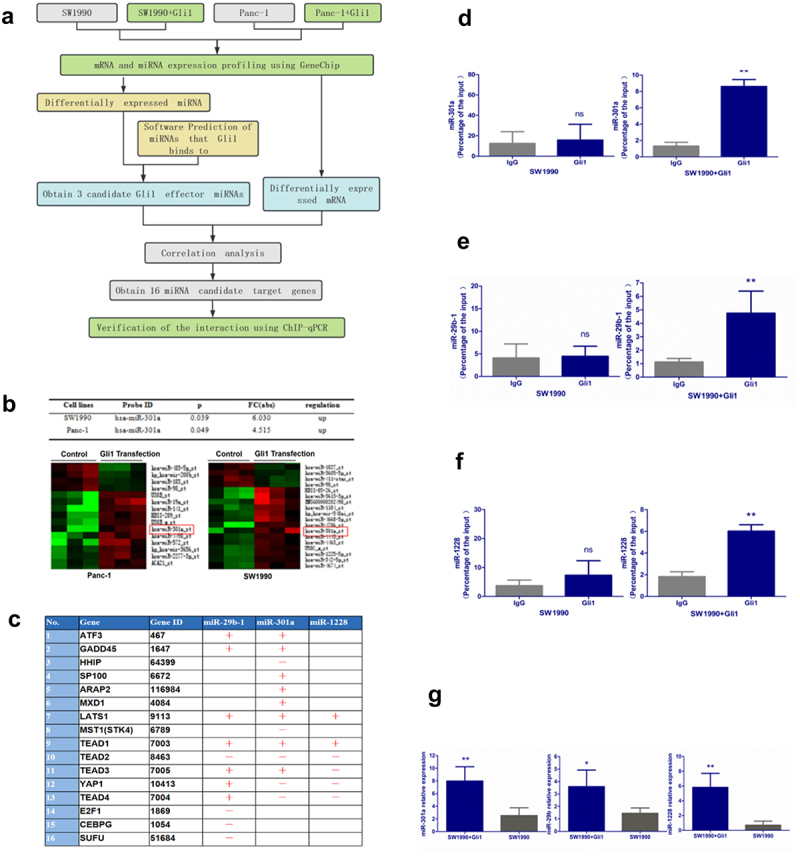
Differential expression of miRNA following transfection with Gli1 cDNA. (a) Experimental flow chart of gene chip screening for differentially expressed miRNA after transgenic Gli1cDNA in pancreatic cancer cell lines. (b) miR-301a is highly expressed in SW1990 and panc-1 cells after transfection with Gli1cDNA. (c) Summary of the correlation between 3 differentially expressed miRNAs (miR-301a, miR-1228 and miR-29b) and 16 differentially expressed genes after Gli1 cDNA transfection.(d-f) chip-qPCR verified the presence of Gli1 nuclear factor binding sites in the precursor promoters of miR-301a, miR-1228 and miR-29b. (g) Gli1 overexpression can significantly promote the expression of its target genes, miR-301a, miR-1228 and miR-29b.Data are presented as mean ± SD, *n* = 3; *indicates a statistically significant difference compared to the control group (*p* < .05), and **indicates a highly significant difference (*p* < .01). Statistical analyses were performed using one-way ANOVA followed by post hoc tests for multiple comparisons.

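Of the 16 genes that the paper sets out in Fig. 3c, 11 differed in at least 1 line between the arrays labelled GLI1 and control, and 6 did so the same way in both, by labels that GLI1 itself ran against. The stress genes ATF3 and GADD45A were lower in the arrays labelled GLI1. ATF3, a transcription factor of the stress response, had log2 fold changes of -1.33 in SW1990 (standard error 0.26, adjusted p = 0.00459 from limma) and -1.60 in PANC-1 (standard error 0.26, adjusted p = 0.00522 from limma). GADD45A, a growth arrest and DNA damage gene, was at -1.23 (adjusted p = 0.00721) and -2.40 (adjusted p = 0.000828). MXD1, an antagonist of MYC, was at -1.13 (adjusted p = 0.000919) and -0.89 (adjusted p = 0.0104), and the transcription factor CEBPG at -0.34 (adjusted p = 0.0099) and -0.61 (adjusted p = 0.00167). SUFU, the inhibitor of GLI factors, rose by 0.62 (adjusted p = 0.000474) and 0.45 (adjusted p = 0.00894), and E2F1, a transcription factor of S-phase entry, by 0.59 (adjusted p = 0.00104) and 0.71 (adjusted p = 0.00174), on the log2 scale.
In SW1990 the nuclear body protein SP100 was at -2.68 (adjusted p = 0.000291) and TEAD4, a DNA-binding partner of YAP, at 0.31 (adjusted p = 0.00805). The Hippo kinase LATS1 was at -0.56 (adjusted p = 0.0197, and 0.0709, 0.0718 and 0.0605 without LIP-1, a and b). YAP1, which encodes YAP, was at 0.18 (adjusted p = 0.0214, and 0.0763, 0.0749 and 0.0541 without LIP, a and b). In PANC-1 ARAP2, a regulator of small GTPases, was at -0.57 (adjusted p = 0.0112). The remaining HHIP, STK4, TEAD1, TEAD2 and TEAD3 passed in neither line; STK4, the kinase MST1 that the paper studies as a target of miR-301a, was at -0.16 (standard error 0.09, adjusted p = 0.24) in SW1990 and 0.00 (standard error 0.09, adjusted p = 0.995) in PANC-1. In the fit of PANC-1 alone, CEBPG alone of these genes was called in that line. The study chose these genes on these samples, so their counts are not independent evidence. The paper sets them beside miR-301a, miR-1228 and miR-29b as genes that differ after transfection with GLI1 cDNA, and from there goes on to the binding of GLI1 at the precursor promoters of these miRNAs (Fig. 3d-f).

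**Figure D4:**
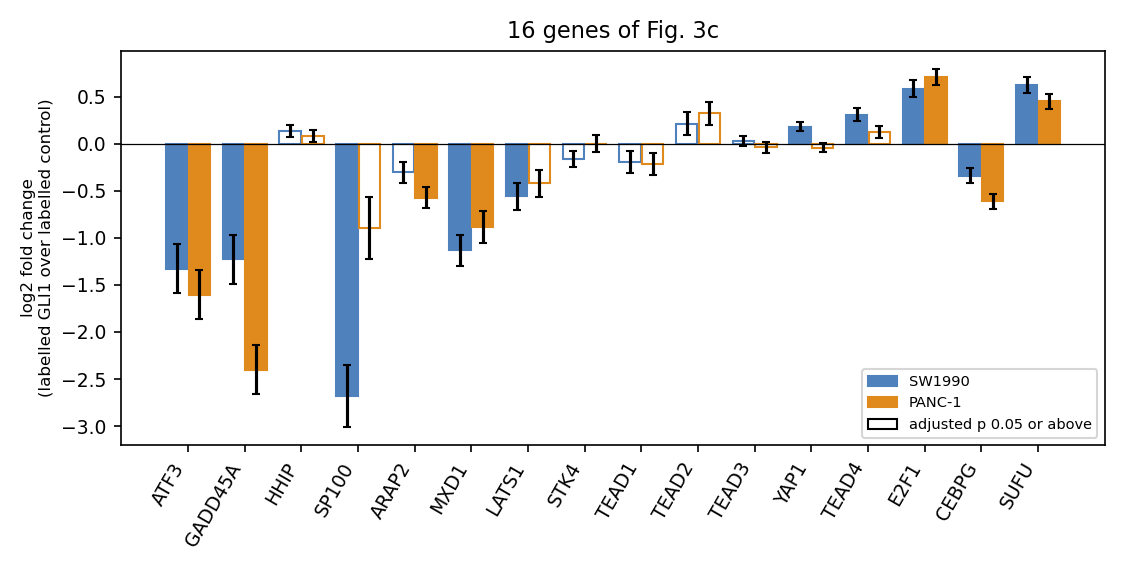
Log2 fold change (arrays labelled GLI1 over arrays labelled control) of the 16 genes in SW1990 and PANC-1, with the standard error as lines; open bars did not pass. ATF3, GADD45A and MXD1 lie below 0 in both lines, SUFU and E2F1 above it.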

Moving forward, Panc-1 cells were exposed to varying concentrations of SHH, IL-1β, and TNF-α proteins, and changes in miR-301a expression were monitored within 24 hours (Figure 4). Notably, SHH stimulation led to a significant increase in miR-301a expression levels, while IL-1β also triggered a notable elevation in miR-301a expression. In contrast, TNF-α induced a significant rise in miR-301a expression at a lower concentration (5 ng/mL), but this effect diminished at a higher concentration (50 ng/mL).

**Figure 4.**
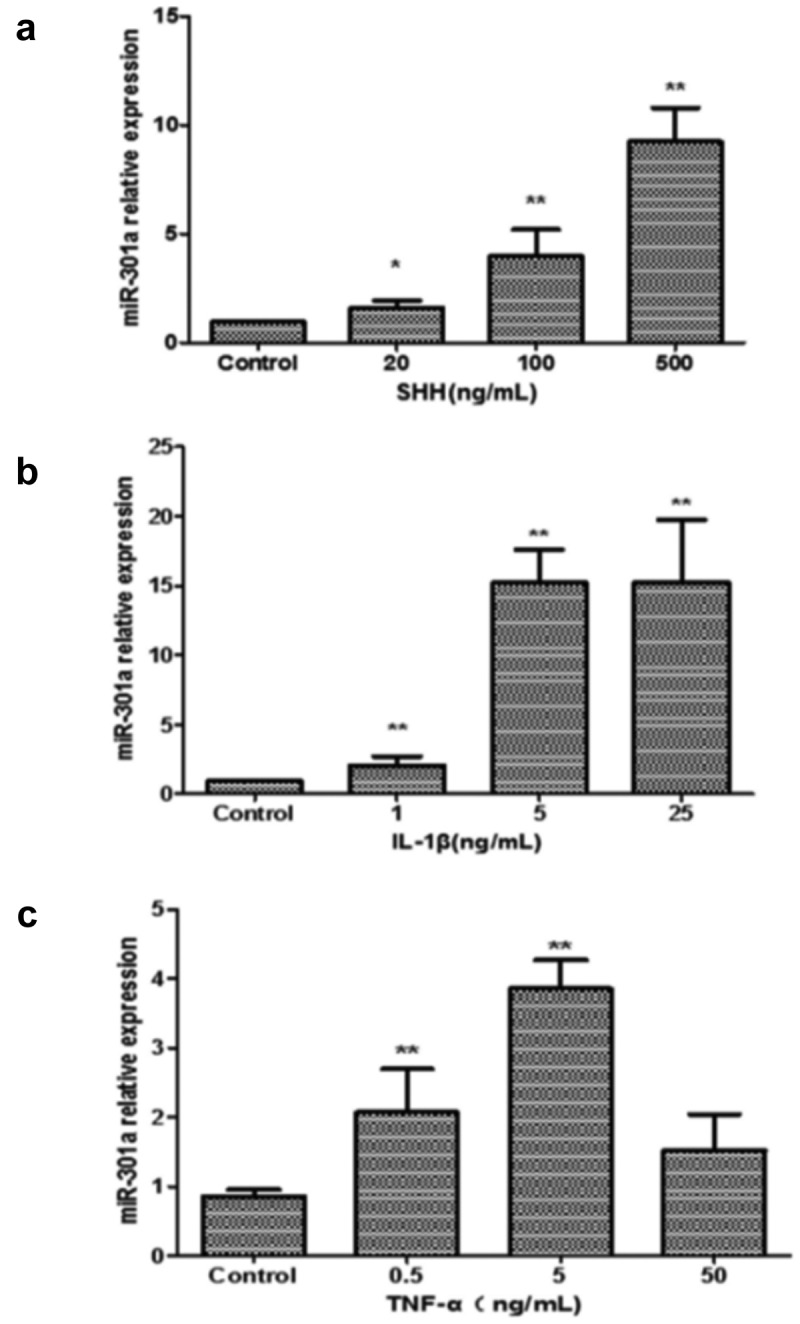
Upregulation of miR-301a expression by hedgehog activator shh and inflammatory factors IL-1β and tnf-α. (a) Relative expression of miR-301a in response to sonic hedgehog (shh) treatment at varying concentrations (20, 100, and 500 ng/mL), showing a dose-dependent increase compared to the control group. (b) miR-301a expression following treatment with IL-1β at concentrations of 1, 5, and 25 ng/mL, demonstrating significant upregulation in response to increased IL-1β. (c) miR-301a expression after tnf-α treatment at 0.5, 5, and 50 ng/mL, with a peak increase at 5 ng/mL. Data are shown as mean ± SD, with * indicating *p* < .05 and **indicating *p* < .01 compared to the control group. Statistical analyses were performed using one-way ANOVA followed by post hoc tests for multiple comparisons.

### 3.3. miRNA-301a significantly suppresses the expression of MST1 (STK4), SHH and directly targets STK4

To investigate the regulatory role of miR-301a in pancreatic cancer cell lines SW1990 and Panc-1, synthetic miR-301a mimics and inhibitors were transfected into these cells, and the mRNA and protein expression levels of MST1 (STK4), SHH, and HHIP were analyzed. In Panc-1 cells (Figure 5a-c), the miR-301a mimic significantly downregulated the mRNA levels of MST1 (STK4) and SHH while significantly upregulating the expression of HHIP. Conversely, the miR-301a inhibitor increased MST1 (STK4) and SHH mRNA levels and reduced HHIP expression. A similar trend was observed in SW1990 cells (Figure 5d-f), where the miR-301a mimic reduced SHH mRNA levels and increased HHIP expression, while the inhibitor exhibited opposite effects. At the protein level, Western blot analysis demonstrated that in Panc-1 cells, miR-301a significantly decreased SHH protein expression (Figure 5g-h) and upregulated HHIP expression. In SW1990 cells (Figure 5i-j), the miR-301a mimic similarly led to a reduction in SHH protein expression and an increase in HHIP expression, while the miR-301a inhibitor produced opposite regulatory effects in both cell lines. These findings indicate that miR-301a modulates the expression of key components of the Hedgehog signaling pathway, potentially leading to the activation of this pathway in pancreatic cancer cells.

**Figure 5.**
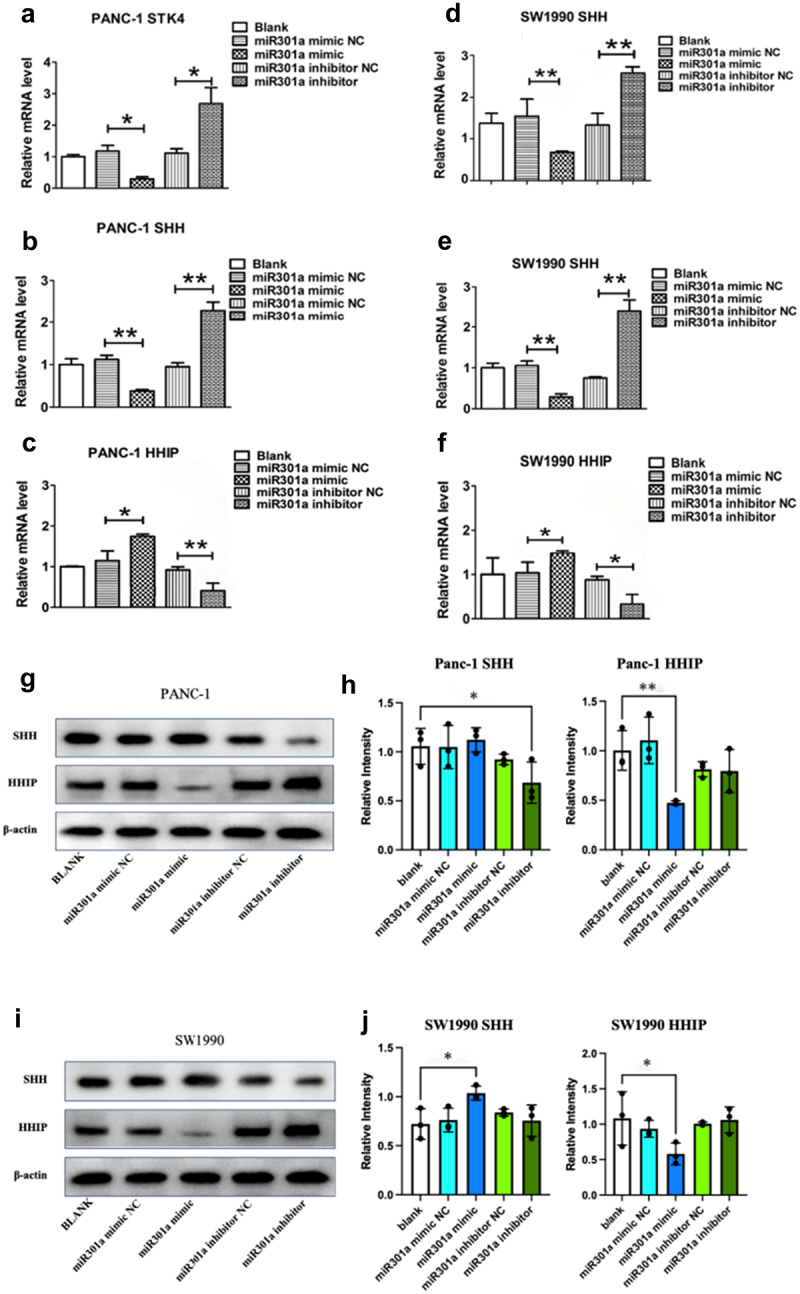
Regulatory effects of miR-301a on MST1 (STK4), SHH, and HHIP mRNA and protein expression levels in pancreatic cancer cell lines. (a-f) quantitative PCR analysis of mRNA levels in panc-1 and SW1990 cells. miR-301a mimics significantly downregulate the mRNA expression of MST1 and SHH while upregulating HHIP expression. miR-301a inhibitors exhibit the opposite effects, increasing MST1 and SHH mRNA levels while decreasing HHIP expression. (g-j) Western blot analysis confirms that miR-301a mimics reduce SHH protein levels and increase HHIP protein levels in both panc-1 and SW1990 cells, while miR-301a inhibitors lead to the opposite pattern of regulation. Data are presented as mean ± SD, *n* = 3, with statistical significance indicated (*p < .05, **p < .01 compared to respective controls). Statistical analyses were performed using one-way ANOVA followed by post hoc tests for multiple comparisons.

Moreover, we constructed wild-type (WT) and mutant reporter gene vectors containing miR-301a binding sequences 1 (region 1) and 2 (region 2) of the Mst1 (STK4) gene’s 3‘UTR (Figure 6a-c). These vectors were transfected into pancreatic cancer cell lines Panc-1 and SW990. Co-transfection with miR-301a mimics significantly suppressed reporter gene expression, while co-transfection with miR-301a inhibitors led to upregulation of reporter gene expression (Figure 6d-g). Similar results were observed in both cell lines.

**Figure 6.**
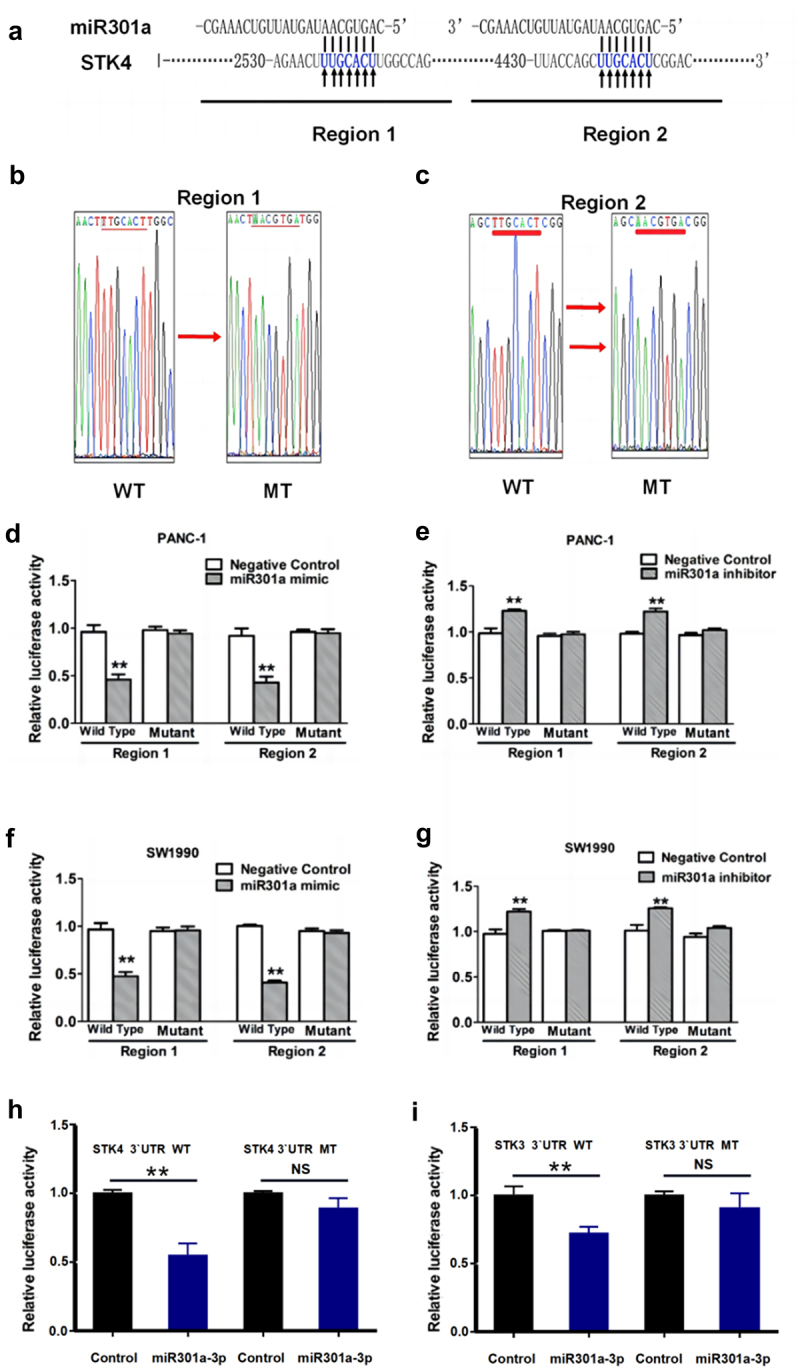
miR-301a directly targets and regulates MST1. (a-c) the 3’-UTR of the STK4 gene contains two regions with binding sites for miR-301a. Wild-type (WT) and mutant (MT) reporter constructs for these regions (region 1 and region 2) were created. (d-g) the reporter gene activity was measured in PANC-1 and SW1990 cells co-transfected with miR-301a binding sequences and mutant constructs using miR-301a mimic or inhibitor. (h-i) the regulatory effect of miR-301a on human STK4 and rat STK3 3’-UTR was further assessed through a dual-luciferase reporter assay. Data are presented as mean ± SD, *n* = 3, with **indicating a statistically significant difference (*p* < .01) compared to controls. Statistical analyses were performed using one-way ANOVA with post hoc tests for multiple comparisons.

Further analysis using TargetScan revealed miR-301a’s predominant regulation of STK4 in human cells and STK3 in mice. Plasmids carrying human STK4 3‘UTR sequence and its mutant, as well as mouse STK3 3‘UTR sequence and its mutant, were constructed for subsequent experiments. Co-transfection with miR-301a into 293T cells showed direct binding and inhibition of the expression of human STK4 and mouse STK3 3‘UTR sequences (Figures 6h-i). This preparation sets the stage for subsequent animal experiments.

### 3.4. Inhibition of miR-301a suppresses pancreatic cancer cell proliferation and promotes apoptosis

In Panc-1 cells, preliminary experimental results from increased endogenous miR-301a expression indicate a significant reduction in the G1 and G2 phases (Figure 7a), accompanied by enhanced cell proliferation (Figure 7b). Furthermore, invasion experiments revealed that treatment with miR-301a mimics and inhibitors for 60 and 72 hours significantly promoted cell invasion compared to the control group (Figure 7c,d).

**Figure 7.**
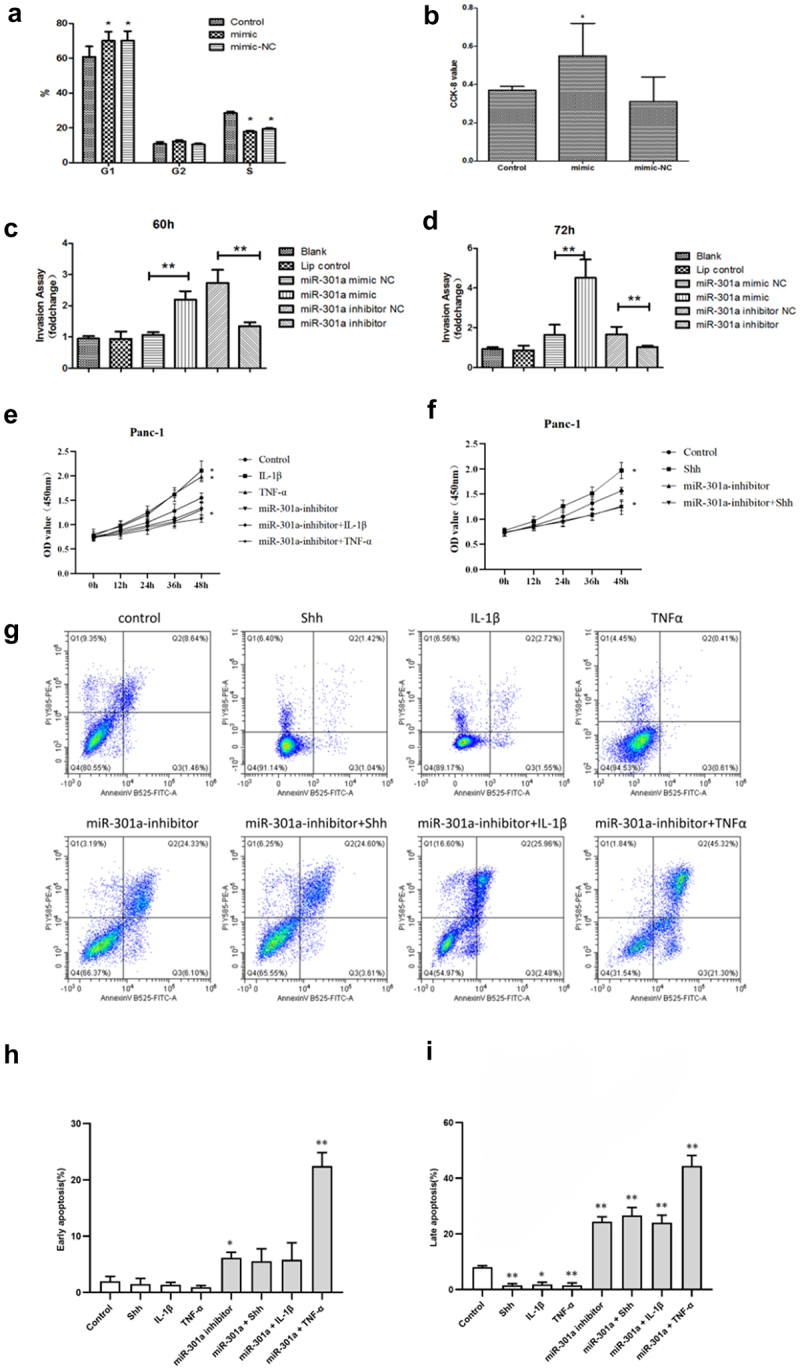
Impact of miR-301a modulation on cell cycle, proliferation, invasion, and apoptosis in PANC-1 cells. (a) miR-301a mimic increased the G1 phase and decreased the S phase in cell cycle distribution. (b) CCK-8 assay showed enhanced proliferation with miR-301a mimic. (c-d) miR-301a mimic promoted cell invasion, while miR-301a inhibitor reduced it. (e-f) proliferation increased over time under various treatments, especially with inflammatory stimuli. (g-i) miR-301a inhibitor, especially combined with SHH, IL-1β, or tnf-α, significantly elevated early and late apoptosis rates. Data are presented as mean ± SD; *p < .05, **p < .01 compared to controls. Statistical analyses used one-way ANOVA with post hoc tests.

Subsequently, Panc-1 cells were exposed to 100 ng/ml Shh, 5 ng/ml IL-1β, and 10 ng/ml TNF-α, along with a miR-301a inhibitor, to assess changes in cell proliferation and apoptosis. The results demonstrated that treatment with Shh, IL-1β, and TNF-α alone increased cell proliferation compared to the blank control group, while reducing the number of apoptotic cells. However, after treatment with the combination of miR-301a inhibitor, the enhanced proliferation capacity weakened, even falling below that of the control group, and exhibited a synergistic effect with TNF-α (Figure 7e,f). This was accompanied by a significant increase in the number of apoptotic cells (Figure 7g,h,i). These findings suggest that the miR-301a inhibitor effectively suppresses cell proliferation and promotes mainly late apoptosis, indicating its potential to counteract the promoting effects of SHH, IL-1β, and TNF-α on the malignant characteristics of cells.

## 4. Discussion

Despite the major advances in uncovering the molecular mechanisms underlying pancreatic ductal adenocarcinoma (PDAC), this disease remains one of the most lethal human cancers, with limited effective therapeutic options.^22^ The Hedgehog (Hh) and HIPPO/YAP signaling pathways play pivotal roles in PDAC initiation and progression, each governing critical aspects of cell proliferation, survival, and tissue growth.^23,24^ Dysregulation in these pathways promotes aberrant cellular behavior that contributes significantly to tumor aggressiveness. Our study has identified miR-301a as a central regulatory node between the Hh and HIPPO/YAP pathways, directly targeting key molecules within each pathway, including Gli1 in Hh signaling and STK4 (MST1) in the HIPPO/YAP pathway. This dual targeting allows miR-301a to exert considerable influence over pathway crosstalk, ultimately affecting PDAC pathogenesis.

In the context of Hh signaling, miR-301a modulates pathway activity through its regulation of Gli1, which is essential for downstream signal transduction and gene activation associated with cell proliferation and tumor growth. By binding to Gli1, miR-301a amplifies Hh pathway signaling, as evidenced by increased expression of target genes such as SHH and HHIP. In addition to its regulation of Hh signaling, miR-301a simultaneously influences the HIPPO/YAP pathway by targeting STK4, a kinase critical to YAP phosphorylation and nuclear-cytoplasmic shuttling. Reduced STK4 expression leads to decreased phosphorylation of YAP, allowing YAP to translocate to the nucleus where it interacts with transcription factors to activate genes that promote cell proliferation and survival. Our study highlights that miR-301a-mediated suppression of STK4 reduces YAP phosphorylation, thereby enhancing YAP activity within the nucleus, which promotes oncogenic processes in PDAC cells.

Our experiments further demonstrate that inflammatory cytokines, such as TNF-α and IL-1β, alongside Sonic Hedgehog (SHH) ligand, can stimulate miR-301a expression. This upregulation suggests a feedback loop where pro-inflammatory signals in the tumor microenvironment potentiate miR-301a activity, thereby reinforcing both Hh and HIPPO/YAP pathway dysregulation. This mechanism is particularly noteworthy, as inflammatory cytokines like TNF-α are commonly elevated in PDAC and are associated with disease progression.^25^ The ability of miR-301a to respond to such stimuli positions it as a key modulator linking inflammation and cancer signaling, adding another layer to its role in PDAC pathogenesis.

To further elucidate the effects of miR-301a on tumor cell behavior, we performed functional assays examining cell proliferation, apoptosis, and invasion. The results confirm that miR-301a promotes PDAC cell proliferation and inhibits apoptosis. In particular, miR-301a inhibition was shown to enhance apoptosis significantly, especially in the presence of TNF-α, suggesting a synergistic effect between miR-301a suppression and inflammatory signaling. Additionally, in vitro invasion assays revealed that miR-301a increased the invasive potential of PDAC cells, highlighting its role in facilitating metastatic progression. Our conclusion that miR-301a promotes pancreatic cancer progression is also supported by previous reports, which have demonstrated this role through different pathways.^26,27^ Targeting miR-301a directly or modulating its interaction with Gli1 and STK4 offers a promising strategy to disrupt the pathological signaling driving PDAC. Given the ability of miRNAs to target multiple pathways, inhibiting miR-301a could yield broader therapeutic benefits compared to targeting single proteins within these pathways.

Our study sheds light on the intricate interplay among GLI1, MST1, and miR-301a, which connects the Hedgehog (Hh) and HIPPO/YAP signaling pathways in pancreatic ductal adenocarcinoma (PDAC). We demonstrated that GLI1, a key effector of the Hh pathway, transcriptionally upregulates miR-301a by binding to its promoter region. In turn, miR-301a directly targets STK4 (MST1), a core component of the HIPPO pathway, leading to the suppression of MST1 expression and subsequent activation of YAP. This regulatory axis is further amplified under cytokine stimulation, highlighting the role of microenvironmental cues in modulating these interactions. While this study establishes a robust framework for understanding these interactions, additional studies are needed to further delineate their temporal dynamics, in vivo relevance, and potential implications for therapy resistance in PDAC. Future research could explore how this axis responds to diverse microenvironmental stimuli or contributes to the aggressiveness of PDAC.

In summary, this study elucidates the intricate regulatory mechanisms of miR-301a in modulating Hh and HIPPO/YAP pathways in PDAC. Our data highlight miR-301a as a critical regulator facilitating pathway crosstalk, directly impacting PDAC cell proliferation, survival, and metastasis. The dual role of miR-301a in targeting Gli1 and STK4 positions it as a unique molecular switch that amplifies oncogenic signaling cascades in PDAC. These findings open new avenues for therapeutic intervention, and future studies focusing on miR-301a inhibitors or delivery systems targeting PDAC cells could provide promising strategies for combating this aggressive cancer.

## Highlights

- miR-301a is the most upregulated miRNA when Hedgehog is activated and its precursor directly binds to Gli1.
- miR-301a significantly suppresses the expression of MST1 (STK4), SHH, HHIP and directly targets STK4.
- Inhibition of miR-301a suppresses pancreatic cancer cell proliferation and promotes apoptosis.

## Data Availability

Microarray analysis for mRNA and miRNA data is available at the Gene Expression Omnibus (GEO; GSE281315, GSE281316). Any additional information regarding data reported in this article is available from the corresponding author upon request. There are no restrictions on data availability, and no custom code was used to analyze data in this study.

## Abbreviations

PDAC: pancreatic ductal adenocarcinoma
YAP: yes-associated protein
Gli1: glioma-associated oncogene homolog 1
SHH: sonic hedgehog
MST1/2: mammalian Ste20-like kinases ½
LAST1/2: large tumor suppressor kinases ½
HHIP: hedgehog-interacting protein

How the deposited data were processed for this re-analysis (not part of the article)

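RNA of SW1990 and PANC-1, established human pancreatic cancer cell lines, was measured on 12 expression arrays in 4 groups of 3, labelled GLI1 or control in each line. The miRNA arrays that the paper also describes are not analysed here. The authors deposited log2 values for 70523 probe sets per array, after background correction and normalization whose tools are not given in the sources used here. The background correction cannot be repeated from these values, and calls of detected probe sets are not used here. Depth has no counterpart on arrays, and the number of arrays limits the precision.

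The methods describe another maker's slides and another extraction than the labels and the probe sets, as stated where the arrays are introduced. Each array was tied to its line and label by its sample labels and to its replicate by its title, and no array was left out. The replicate names LIP, LIP-1 and LIP-2 of the arrays labelled GLI1 are not explained in the sources used here. The GLI1- and control-labelled arrays of a line share no replicate names, so no pairing was used.

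From the deposited log2 values, quantile normalization was run because the array medians differed by more than 0.1. Gene symbols came from the platform's annotation and were updated through Entrez IDs for 21497 probe sets, by symbol for 1974 and by synonym for 306, while 4 kept their names. Probe sets with several symbols or none were left out, among the latter 2995 that are not transcript clusters. For the 528 genes with more than 1 probe set, the one with the highest mean over the 12 arrays was used. Dim genes were not filtered.

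Differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 4 group means, no covariates and 3 contrasts, namely the arrays labelled GLI1 minus those labelled control in each line, and the PANC-1 effect minus the SW1990 effect. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Of the 29 gene lists, the 28 with at least 5 measured members were tested with camera at a preset correlation of 0.01, adjusted over the 56 pairs of list and line. The lists were those of Hedgehog targets, Hedgehog components, Hippo components, YAP and TAZ targets, interferon-stimulated genes, NF-κB and cytokine genes, the integrated stress response, chaperones and other genes of the endoplasmic reticulum, p53 targets, S phase, G2 and M phases, apoptosis, epithelial genes, mesenchymal genes, cholesterol synthesis, heat shock, hypoxia and glycolysis, metallothioneins, TGFβ targets, immediate early genes, miR-301a family targets, ribosomal proteins, oxidative phosphorylation, and markers of fibroblasts, leukocytes, endothelial, acinar and endocrine cells. Another list is not reported here. With an estimated correlation, no list was called. GLI1 was kept out of every list, since it was transfected. Some genes stand in several lists and count in each. Among them are PTPN14, AMOTL2 and LATS2 in the Hippo components and YAP targets, and GADD45A in the YAP and p53 targets. ATF3 stands in the integrated stress response and the immediate early genes. The 16 genes of Fig. 3c were read from a picture and got no set test.

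The lists, tests, alternatives and the rule for named genes were set before the data were examined. Named genes are those of the paper with the host genes of miR-301a and miR-1228, the 10 largest rises and 10 largest falls per line among called genes whose groups do not overlap, the 10 largest shared changes, up to 4 members per list and line with the smallest adjusted p, and the 5 smallest p-values of the difference between lines, skipping clone, LOC and open reading frame names among the largest changes and differences. Genes chosen after their values were seen are said to be so where they are named.

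The methods name Student's t-test at p under 0.05 for the whole paper and the text gives no array threshold, so the methods' t-test was run as an alternative. The other alternatives were each line fitted alone, array weights, limma-trend with robust eBayes, a 2-fold and a 0.01 threshold, the values as deposited, centring on the array median, other rules for probe sets, leaving out the 30% of genes of lowest signal, fry, and leaving out each array. Averaging the control arrays a and b of SW1990, the closest pair of replicates with an SD of their difference of 0.0994, was added after seeing the data. Those arrays share 6 identical values and were counted as 2.

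The fit was tested on simulated arrays with 200 changed genes among 22411. It recovered 77.6%, 94.0% and 100% of genes changed 1.5-, 2- and 4-fold in the SW1990 comparison and 76.1%, 94.0% and 95.5% in the PANC-1 comparison, and 6.90% and 4.69% of its calls were unchanged genes. The simulated noise had the same spread in both lines, was independent between genes and held no array set apart. The real PANC-1 arrays hold S8, so these shares check the steps and do not describe the errors in these data. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.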

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

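The limma, camera and fry tests, the interaction tests between the lines and the leaving out of arrays were set in advance, and the test for SW1990 RNA in control array S8 was set before its result was seen; the use of the other tests to weigh explanations, the counts over splits, the tally of Fig. 3c marks and the choice of the lists given for both lines came after the results were seen.

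GLI1 was lower in the arrays labelled GLI1 in both lines, against the labels. The smallest gap between the lowest array labelled control and the highest labelled GLI1 was 3.42 in PANC-1 and 4.76 in SW1990, which argues against an exchange of single arrays. An exchange of the labels of both groups stays open. The Hedgehog targets passed in neither line (camera, adjusted p = 0.493 in SW1990). Their few calls ran with the labels (1 and 3 of 18 rose, none fell, with FOXM1 at 0.54 and 0.40), as GLI1 does in Fig. 2a-b. These calls weigh little, since 2084 and 984 of all 22411 genes rose in SW1990 and PANC-1. Those of PANC-1 were lost without S10, and the direct target PTCH1 passed in neither line. The 11 calls of genes that Fig. 3c marks for miR-301a all ran opposite to their marks, in genes that the study chose from these samples. A fall of the cells' own GLI1, with a probe set that misses the plasmid's transcript, is also possible and may be set against the level of GLI1, which lay at percentile 98.9 of all genes or above in the arrays labelled control and at 43.3 to 64.1 in those labelled GLI1. This second explanation keeps the labels right. The calls would then run with the Fig. 3c marks, if the marks give directions found in these samples. Read that way, the 11 opposite calls argue against it for those 8 genes. The marks were read from a picture, so the labels stay undecided.

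Interferon-stimulated genes were lower in the arrays labelled GLI1, at list medians of -3.66 in SW1990 and -1.21 in PANC-1 (-0.30 in PANC-1 without S8), in genes the paper does not discuss apart from SP100. Leukocytes in the cultures labelled control are argued against by their markers, whose lowest log2 fold change in SW1990 was -0.20 (CD14), the most abundant, CORO1A and TYROBP, being at 8.66 and 7.71 in those arrays and at 8.71 and 7.68 in the others. A response to GLI1 itself could not be excluded, since the list's median in PANC-1 without S8 was -0.30 while GLI1 differed by -3.57. A response to the transfection or the DNA taken up is a candidate explanation too, with IFNL1 at -3.54 in PANC-1. GLI1 moved in the same arrays, so GLI1 and the transfection cannot be told apart. IFNL1 was higher in the arrays labelled control of both lines, so a rise after uptake of DNA would have to lie there. By the labels as given the plasmid of GLI1 went into the other cells. This explanation therefore needs exchanged labels or a stronger response in the controls.

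Control array S8 of PANC-1 stood apart from S10 and S11, its median of interferon-stimulated genes being higher than their mean by 2.56. It also stood apart over all genes, with an SD of the difference of 0.34 from S10 and 0.33 from S11. Other pairs within the PANC-1 groups had 0.14 to 0.23. Its Pearson correlation was 0.987 with S10 and 0.988 with S11, and 0.989 to 0.992 with the PANC-1 arrays labelled GLI1. More GLI1 in that array is argued against by its GLI1 value, which differed from their mean by -0.056. RNA of SW1990 control cells is argued against as well: a share of 36.2% would be needed and would raise 23 SW1990 markers by a median of 3.19, and the median was 0.12. A culture or handling shared with LIP-1 and LIP-2 may contribute over all genes and stays open there, since splitting the PANC-1 arrays into LIP, S10, S11 and LIP-1, LIP-2, S8 called 72 genes, against 86 by the labels. For the interferon-stimulated genes, a shared handling that acts alike under both labels is argued against by their list medians. These were 6.37 in LIP-1 and 6.51 in LIP-2, near 6.05 in LIP, against 9.31 in S8. They cannot test a shared handling that changes these genes only in cells of the arrays labelled control. No biological explanation other than GLI1 was tested.

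By the interaction test, the effect differed between the lines for 536 genes (228 to 3416 without 1 array). The largest evidence was for EPSTI1, with a difference (PANC-1 minus SW1990) of 3.39, followed by IGFL2 at -2.36, CXCL10 at 5.32, ARRDC3 at 2.44 and CXCL11 at 3.39. The effect on 8 lists differed as well, with median differences of 1.93 for interferon-stimulated genes, 0.32 for genes of the endoplasmic reticulum, 0.20 for p53 targets, -0.11 for S phase, -0.35 for the G2 and M phases, 0.45 for TGFβ targets, 0.48 for immediate early genes and -0.21 for ribosomal proteins. None of these list differences passed with an estimated correlation.

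Other lists that passed in both lines, none of which did with an estimated correlation, had the following medians in SW1990 and PANC-1. Genes of the integrated stress response were at -0.31 and -0.48 (-0.31 in PANC-1 without S8), the list holding ATF3 and CEBPG of Fig. 3c. Genes of S phase, with E2F1 of Fig. 3c, were at 0.59 and 0.44, those of the G2 and M phases at 0.67 and 0.32. Hypoxia and glycolysis genes were at 0.28 and 0.30 (0.19 in PANC-1 without LIP), metallothioneins at 0.28 and 0.20. Ribosomal proteins were at 0.27 and 0.055 (0.10 in PANC-1 without S10 and 0.01 without S8, where the list did not pass without LIP-1, without S8 or by the directional test of fry, at adjusted p = 0.0587, 0.923 and 0.239), oxidative phosphorylation genes at 0.21 and 0.16. NF-κB and cytokine genes were at -0.08 (-0.06 without LIP and -0.14 without LIP-1) and -0.18 (-0.07 without LIP-1 and -0.29 without S10), and in PANC-1 did not pass without LIP-2 or S8.

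Other splits of the same arrays were counted. In the fit of each line alone, 1 of 10 splits called as many genes as the labels in SW1990 (5440, and 0 in the highest other) and 1 of 10 in PANC-1 (86, and 72), and for lists 2 of 10 in SW1990 (13, and 13) and 1 of 10 in PANC-1 (15, and 12); 10 splits are too few for a share under 0.05. For genes changed the same way in both lines, 1 of 100 splits was as large (1126, and 103 in the highest other). For splits that ignore the names of the arrays, this argues against chance only if the arrays of a group are separate cultures. No source states that they are, and arrays of a single culture per group could give the same count by a chance difference between cultures. The names LIP, LIP-1 and LIP-2 recur in both lines, and LIP lay below LIP-1 and LIP-2 in both in the median of the cholesterol genes (8.53, against 9.30 and 9.45, in SW1990 and 8.43, against 9.53 and 9.65, in PANC-1), so a handling shared between the lines is not excluded. In PANC-1 the low median was not particular to LIP, since control array S11 was at 8.42, with S10 at 9.00 and S8 at 9.76. For the difference between the lines, 6 of 100 splits were as large (536, and 5325 in the highest other), so this count does not exclude chance, nor does it speak for it. The 5 other splits as large all keep the labels of SW1990, and 1 of them mirrors those of PANC-1, so they carry the structure that the labels of SW1990 give these samples. Among the 85 splits that keep the labels of neither line, the highest count was 81.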

How the results depend on the processing

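The averaging of control arrays a and b of SW1990 was chosen after seeing the data. No paired analysis was possible because the arrays labelled GLI1 and control of a line share no replicate names. A new background correction and a block for slide or scan were not run, and calls of detected probe sets are not used here. The log2 fold change of GLI1 stayed negative under every alternative (-4.97 to -4.86 in SW1990 and -3.62 to -3.48 in PANC-1 without 1 array), and past the threshold except under the methods' t-test after adjustment in PANC-1 (-3.57, adjusted p = 0.0555). Counts within 1.5 times of those reported are not listed. With array weights, 7699 genes differed in SW1990, 9218 in PANC-1, 3693 the same way in both lines and 6039 between the lines. The methods' t-test at an unadjusted p under 0.05 called 7119, 3293 and 1773, and after adjustment 0 in PANC-1 and 0 in both lines, where limma called 2160 and 1126; it gives no value for the difference. With at least 2-fold the counts were 224, 113, 32 and 105, and 4 of the 16 genes of Fig. 3c. At an adjusted p under 0.01 they were 2269, 514, 291 and 109. With each line fitted alone, 86 genes differed in PANC-1 and 59 in both lines, and the fit gives no value for the difference. Centring on the array median gave 267 differences between the lines. With a and b averaged the counts were 2807 in SW1990, 743 in both lines and 234 for the difference. Without 1 array they ran from 2793 to 3568 in SW1990, 728 to 5443 in PANC-1, 467 to 2197 in both lines and 228 to 3416 for the difference. Without S8, 2124 of the 2160 genes called in PANC-1 were called again. Of 56 pairs of list and line, 27 were called by camera, 0 with an estimated correlation, 24 by fry's directional test and 49 by its mixed test, which asks another question. The directional test did not call NF-κB genes in either line, immediate early genes in SW1990, or interferon-stimulated, heat shock, TGFβ and ribosomal protein genes in PANC-1. With the 30% of genes of lowest signal left out, Hippo components, heat shock and ribosomal protein genes were no longer called in PANC-1. GLI3 in PANC-1, not called at -0.01, was at 0.15 with array weights. On the values as deposited, 63.5% of the genes called in SW1990 were higher, against 49.1% as reported. The causes were not tested.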

Differences from the paper's values

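No test in this part was chosen after the results were seen; the marks of Fig. 3c were tallied after its values were known.

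The paper's RT-qPCR shows GLI1 mRNA after transfection with its plasmid at about 10 times the control in SW1990 and about 9 times in PANC-1 (Fig. 2b, read by eye). In the arrays the ratio of the samples labelled GLI1 to those labelled control was 0.0331 in SW1990 and 0.0843 in PANC-1. The ratio differed from the paper's under every alternative set before the data were examined, and came within 1.5 times of it under none.

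Fig. 3c marks 13 of its 16 genes as going with or against miR-301a, which the paper reports as raised after transfection, 8 with it and 5 against it. Of these, 8 genes were called here in at least 1 line, in 11 calls, of which 0 had the sign of the mark by the array labels and 11 the opposite sign, as GLI1 itself did.

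The paper lists 16 genes of Fig. 3c as differentially expressed and states no array threshold, and 11 of them were called here. Of the others, HHIP was called with array weights (adjusted p = 0.0435 in SW1990 and 0.00944 in PANC-1) and on the values as deposited (0.0373 in SW1990). STK4 was called with array weights (0.0486) and by the methods' t-test without adjustment (0.0377) in SW1990. TEAD1 was called in SW1990 with array weights (0.0353), with each line fitted alone (0.0499) and by the methods' t-test without adjustment (0.0193), and in PANC-1 with array weights (0.000207) and without S8 (0.0126). TEAD2 was called in SW1990 with array weights (0.0233), with each line fitted alone (0.0266) and by the methods' t-test without adjustment (0.00495) and with it (0.0367), and in PANC-1 with array weights (7.61e-05) and without S8 (0.000223). TEAD3 was called under none of the alternatives.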

Other observations

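The lists, camera and limma tests in this part were set in advance; the tests by class of RNA and B2M, HLA-B, TAP1, the small RNAs and arrestins named below were chosen after the results were seen.

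Of genes of energy metabolism, a part passed, and those that did were mostly higher in the arrays labelled GLI1, by labels that GLI1 ran against. Of 21 measured genes of hypoxia and glycolysis, 6 rose and 1 fell in SW1990 (8 and 1 when adjusted over the list alone), at a median of 0.28 (camera, adjusted p = 0.00121, and adjusted p = 0.288 with an estimated correlation). In PANC-1 8 rose and none fell (9 and 1 when adjusted over the list alone), at 0.30 (camera, adjusted p = 0.000202, and adjusted p = 0.271 with an estimated correlation), and 5, 4, 4 and 4 rose without LIP, LIP-2, S10 and S11 (a median of 0.19 without LIP), 2 fell without S8, and in SW1990 none fell without b. The glycolytic enzyme ENO1 was at 0.43 in SW1990 (adjusted p = 0.000214), and BNIP3, a mitophagy receptor, at 0.93 in PANC-1 (adjusted p = 0.00228). Of 22 genes of oxidative phosphorylation, 11 rose in SW1990 (15 when adjusted over the list alone), at a median of 0.21 (camera, adjusted p = 1.45e-06, and adjusted p = 0.271 with an estimated correlation), with COX5A at 0.32 (adjusted p = 0.00213); 7, 6 and 6 rose without LIP-2, a and b. In PANC-1 5 rose (11 when adjusted over the list alone), at 0.16 (camera, adjusted p = 2.27e-06, and adjusted p = 0.271 with an estimated correlation), and 0 rose without LIP-1, S10 or S11, 1 without LIP-2 and 10 without S8. Of 8 metallothioneins and zinc genes, 5 rose in SW1990 (5 when adjusted over the list alone), at 0.28 (camera, adjusted p = 0.0161, and adjusted p = 0.399 with an estimated correlation), and 3 without LIP, LIP-1, a or b. In PANC-1 2 rose (4 when adjusted over the list alone), at 0.20 (camera, adjusted p = 0.00131, and adjusted p = 0.288 with an estimated correlation), 5 without S8 and 0 without any other array. Of 15 heat shock genes, 3 rose in SW1990 (6 when adjusted over the list alone; camera, adjusted p = 0.0564, and 0.0371 and 0.00963 without LIP-1 and LIP-2; 1 rose without LIP, LIP-1, a, b or c) and 1 in PANC-1 (1 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.0425, and adjusted p = 0.636 with an estimated correlation; 0.235, 0.0508 and 0.285 without LIP, LIP-1 and S10; 5 rose without S8 and 0 without LIP-1, LIP-2, S10 or S11). Of 19 genes of cholesterol synthesis, PMVK rose in each line, which makes 1 and 1 (1 and 0 when adjusted over the list alone), at medians of -0.37 (camera, adjusted p = 0.318) and 0.12 (camera, adjusted p = 0.287, and 0.000684 and 0.0372 without LIP and S8). The median was -0.07 without LIP in SW1990, and in PANC-1 0.47, 0.04, -0.07, 0.17, -0.14 and 0.43 without LIP, LIP-1, LIP-2, S10, S11 and S8, so single arrays turn its sign. PMVK was not called without a in SW1990 (0.058), nor in PANC-1 without any array but LIP.

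Genes of cell identity changed in few members. Of 17 epithelial genes, 1 rose and 2 fell in SW1990 (1 and 2 when adjusted over the list alone; camera, adjusted p = 0.286) and 1 rose and 2 fell in PANC-1 (3 and 3 when adjusted over the list alone; camera, adjusted p = 0.832). ESRP1, a splicing factor of epithelia, was at -0.61 in SW1990 (adjusted p = 0.000474) and the tight junction protein OCLN at -0.28 (adjusted p = 0.0109) and -0.48 (adjusted p = 0.00231). No epithelial gene rose in SW1990 without LIP-1, LIP-2, a, b or c, nor in PANC-1 without LIP-1, LIP-2, S10 or S11, and there 7 rose without S8 and 1 fell without each other array. Of 14 mesenchymal genes, 2 rose and 1 fell in SW1990 (2 and 1 when adjusted over the list alone; camera, adjusted p = 0.672) and none rose and 2 fell in PANC-1 (1 and 2 when adjusted over the list alone; camera, adjusted p = 0.682), 0 without LIP-1, LIP-2, S10 or S11. In SW1990 0 mesenchymal genes rose without a, 1 without LIP-1, LIP-2, b or c, and none fell without any 1 array, and in PANC-1 4 rose without S8. Among 8 fibroblast markers, FAP was at -0.79 in SW1990 (adjusted p = 2.53e-05) and COL1A1 at 0.97 in PANC-1 (adjusted p = 0.0365, not called without LIP-1, LIP-2, S10 or S11), 1 call in each line (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.379 and 0.493). Of 10 leukocyte markers, none passed in SW1990 by limma (camera, adjusted p = 0.900), and CD14 at 0.47 was called in PANC-1 (adjusted p = 0.0181, not called without LIP-2, S10 or S11; camera, adjusted p = 0.672), where the median was -0.03 (-0.05 without S11). Of 8 endothelial markers, ERG was at 0.28 in SW1990 (adjusted p = 0.00628; camera, adjusted p = 0.775), and none passed in PANC-1 (camera, adjusted p = 0.906). Of 7 acinar markers, PRSS1, a trypsinogen, was at 0.74 in SW1990 (adjusted p = 0.000105), CEL, a lipase, at -0.19 (adjusted p = 0.0331) was not called once any 1 array was left out (camera, adjusted p = 0.433), and none passed in PANC-1 (camera, adjusted p = 0.986), where the median was -0.03 (-0.01, -0.01 and 0.02 without LIP, LIP-1 and S10) and the mean 0.01. With 3 measured members, the endocrine markers were not tested as a list, and none passed in limma.

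By class of RNA, 55 of 240 small nucleolar RNAs rose and 2 fell in SW1990, and 40 rose and 1 fell in PANC-1, while of 1041 miRNA precursors 41 rose and 22 fell in SW1990 and 10 rose and 18 fell in PANC-1. The precursor MIR21 was at -1.84 (adjusted p = 2.43e-05) and -2.15 (adjusted p = 8.72e-05). The probe set of the precursor MIR301A lay at log2 2.37 to 3.61, or percentile 0.00446 to 5.37 of all genes, near the floor in all 12 arrays, so no change is read from it. Its host gene SKA2 was at 0.04 (adjusted p = 0.823) and -0.06 (adjusted p = 0.758). RNU11, a small nuclear RNA of the minor spliceosome, was at 0.88 (adjusted p = 6.33e-05) and 1.14 (adjusted p = 9.01e-05).

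In SW1990 B2M was at -1.95 (adjusted p = 0.00013), HLA-B at -1.80 (adjusted p = 0.00114) and TAP1 at -2.93 (adjusted p = 0.00017), with no list of such genes tested. In PANC-1 HLA-B was at -0.66 (adjusted p = 0.172), TAP1 at -0.55 (adjusted p = 0.357) and B2M at 0.09 (adjusted p = 0.879; 0.40 and 0.0127 without S8). TXNIP, an arrestin that restrains glucose uptake, was at -1.69 (adjusted p = 0.00298) in SW1990 and -2.40 (adjusted p = 0.00201) in PANC-1, and ARRDC4 at -2.10 (adjusted p = 0.000259) and -1.55 (adjusted p = 0.00513). The reference genes of the paper's assays differed little, GAPDH being at 0.18 in SW1990 (adjusted p = 0.0249, not called without LIP-1, LIP-2, a, b or c) and 0.27 in PANC-1 (adjusted p = 0.00962), and ACTB at -0.02 (adjusted p = 0.839; 0.063 on the values as deposited) and 0.10 (adjusted p = 0.29).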
